# Hypoxia‐mediated regulation of DDX5 through decreased chromatin accessibility and post‐translational targeting restricts R‐loop accumulation

**DOI:** 10.1002/1878-0261.13431

**Published:** 2023-04-22

**Authors:** Katarzyna B. Leszczynska, Monika Dzwigonska, Hala Estephan, Jutta Moehlenbrink, Elizabeth Bowler, Amato J. Giaccia, Jakub Mieczkowski, Bozena Kaminska, Ester M. Hammond

**Keywords:** ATACseq, DDX5, hypoxia, R‐loops

## Abstract

Local hypoxia occurs in most solid tumors and is associated with aggressive disease and therapy resistance. Widespread changes in gene expression play a critical role in the biological response to hypoxia. However, most research has focused on hypoxia‐inducible genes as opposed to those that are decreased in hypoxia. We demonstrate that chromatin accessibility is decreased in hypoxia, predominantly at gene promoters and specific pathways are impacted including DNA repair, splicing, and the R‐loop interactome. One of the genes with decreased chromatin accessibility in hypoxia was *DDX5*, encoding the RNA helicase, DDX5, which showed reduced expression in various cancer cell lines in hypoxic conditions, tumor xenografts, and in patient samples with hypoxic tumors. Most interestingly, we found that when DDX5 is rescued in hypoxia, replication stress and R‐loop levels accumulate further, demonstrating that hypoxia‐mediated repression of DDX5 restricts R‐loop accumulation. Together these data support the hypothesis that a critical part of the biological response to hypoxia is the repression of multiple R‐loop processing factors; however, as shown for DDX5, their role is specific and distinct.

**Abbreviations**
ATACseq: assay for transposase‐accessible chromatin with sequencing
ATCC: American Type Culture Collection
BNIP3: BCL2 interacting protein 3
BNIP3L: BCL2 interacting protein 3 like
CA9: carbonic anhydrase 9
ChIP‐qPCR: chromatin immunoprecipitation with quantitative real‐time PCR
CPT: camptothecin
DAB: 3,3′‐diaminobenzidine
DAPI: 4′,6‐diamidino‐2‐phenylindole
DDX17: DEAD‐box helicase 17
DDX5: DEAD box protein 5
DHX9: DExH‐box helicase 9
DMEM: Dulbecco's Modified Eagle Medium
DRB: 5,6‐dichloro‐1‐β‐d‐ribofuranosylbenzimidazole
E2F1: E2F transcription factor 1
EU: 5′ethynyluridine
GAPDH: glyceraldehyde‐3‐phosphate dehydrogenase
GO: gene ontology
H3K27ac: histone 3 lysine 27 acetylation
H3K27me3: histone 3 lysine 27 trimethylation
H3K9me3: histone 3 lysine 9 trimethylation
HIF: hypoxia inducible factor
IRF3: interferon regulatory factor 3
IvyGAP: Ivy Glioblastoma Atlas Project
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDHA: lactate dehydrogenase A
MCM: minichromosome maintenance complex component
PHE: public health England
RPA: replication protein A
RPMI: Roswell Park Memorial Institute
SETX: senataxin
SLC2A1: solute carrier family 2 member 1
STAT1: signal transducer and activator of transcription 1
TCGA: The Cancer Genome Atlas
VEGFA: vascular endothelial growth factor A

## 1 Introduction

Oxygen is an essential molecule in most biochemical reactions [1]. During the lifetime of a cell, the oxygen concentration can fluctuate and therefore complex mechanisms have evolved to enable the cell to adapt and survive. Hypoxia is associated with pathological conditions such as cancer, stroke, and cardiovascular disease and can lead to cellular damage [2]. In cancer, regions of hypoxia arise when the poorly formed tumor vasculature fails to deliver sufficient oxygen to meet the high metabolic demand of rapidly proliferating cancer cells [3]. The biological response to hypoxia involves a complex transcriptional program including the transactivation of hundreds of genes by the hypoxia inducible factors (HIFs) and the repression of specific processes, for example the DNA repair pathways [4]. Hypoxia switches cellular metabolism from oxidative phosphorylation to aerobic glycolysis, yielding less energy. Therefore, widespread hypoxic‐mediated repression of gene expression has been attributed to reserving cellular energy for vital processes required for cell survival. However, it is also plausible that in specific cases, genes/pathways could be actively repressed as a critical part of the biological response to hypoxia.

R‐loops are three‐stranded nucleic acid structures consisting of an RNA/DNA hybrid and displaced single‐stranded DNA, which originate during transcription [5, 6]. We recently demonstrated that R‐loop levels increase in response to hypoxia (< 0.1% O_2_) and that the RNA/DNA helicase, Senataxin (SETX), is induced in these conditions [7]. An underlying mechanism for the hypoxia‐mediated accumulation of R‐loops has not been elucidated, and the impact at specific gene loci has not been described. Interestingly, while the SETX helicase was induced in hypoxia, the expression of several other R‐loop‐associated factors (known as the R‐loop interactome) was decreased, suggesting that the loss of these factors could contribute to the overall increase in R‐loop levels [7]. This finding led us to consider that an important biological response to hypoxia is to reduce the expression of R‐loop‐related factors; however, the mechanism behind the global decrease of these factors in hypoxia remains unclear.

We and others have shown that hypoxia leads to widespread epigenetic changes, including a rapid increase in repressive histone methylation marks, for example H3K9me3, which is most likely attributed to impaired function of the oxygen‐dependent histone lysine demethylases [8, 9, 10]. Here, we investigated whether epigenetic changes affecting chromatin accessibility could contribute to the loss of the R‐loop interactome in hypoxic conditions. As both the DNA repair and splicing pathways are repressed in hypoxic conditions and linked to R‐loop formation and resolution, we also assessed whether changes in chromatin accessibility might be responsible for the loss of these pathways [4, 11]. Using the assay for transposase‐accessible chromatin with sequencing (ATAC‐seq), we found a decrease in chromatin accessibility at the promoters of a number of genes encoding RNA processing factors, including R‐loop‐associated helicases. We focused on DDX5, which is an ATP‐dependent DEAD/H‐box RNA helicase, with diverse roles in mRNA splicing, co‐activation of transcription factors, nonsense mediated decay, and resolving R‐loops [12, 13, 14, 15, 16, 17, 18, 19]. We show that restoring DDX5 levels in hypoxia results in further accumulation of replication stress and R‐loops, suggesting that the repression of DDX5 in hypoxia restricts R‐loop accumulation.

## 2 Materials and methods

### 2.1 Cell lines and reagents

HCT116, RKO, U87, A549, MCF‐7, MDA‐231, DLD1, H1299, WI‐38, and MRC5 cells (from ATCC, Manassas, VA, USA) were cultured in DMEM with 10% FBS. OE21 and FLO1 cell lines were obtained from PHE culture collections and cultured in RPMI and DMEM, respectively, both supplemented with 10% FBS. RKO^HIF‐1α−/−^ cells were obtained from Dr Denise Chan, UCSF. GL261 mouse glioma cells stably expressing either pEGFP‐N1 or tdTomato (luc^+^tdT^+^) were cultured in DMEM with 10% FBS and antibiotics (50 U·mL^−1^ penicillin, 50 mg·mL^−1^ streptomycin) [20, 21]. NBE1 cells were cultured in DMEM F12 advanced, glutamax, and 1% FBS while ARPE‐19 cells were cultured in DMEM F12 medium supplemented with 10% FBS (cells from Prof Geoff Higgins, University of Oxford). ReNCell CX, ReNCell VM (from Prof Eric O'Neill, University of Oxford). HCT116 p53^+/+^ and p53^−/−^ cell lines were a gift from Prof Vogelstein (Johns Hopkins University, Maryland, USA). DharmaFECT 1 transfection reagent (Dharmacon, Lafayette, CO, USA) was used for siRNA transfections according to the manufacturer's instructions; sequences are available in the SI. pSG5‐myc, pSG5‐mycDDX5, and pSG5‐mycDDX5‐NEAD plasmids were a kind gift from Prof Frances Fuller‐Pace (University of Dundee) and DHX9 plasmid from Dr Natalia Gromak (University of Oxford). ppyCAG_RNaseH1_D210N_V5 plasmid was obtained from Addgene, Watertown, MA, USA (#111904). Plasmid transfection was carried out using jetPRIME® (Polyplus, Illkirch, France) transfection reagents according to the manufacturer's protocol.

### 2.2 Hypoxic conditions and drug treatment

Cells were incubated at < 0.1% O_2_ in a Bactron chamber (Shel Lab, Cornelius, OR, USA) or at < 0.1–2% O_2_ in a M35 Hypoxystation (Don Whitley, Shipley, UK) hypoxic chamber in the presence of 5% CO_2_. The following drugs were used: 25 μg·mL^−1^ Cycloheximide, 20 μm Emetine, 5 μm MG‐132, 2 μm MLN‐4924, 1 μm Ruxolitinib, 100 μg·mL^−1^ RNAseA, 1 × 10^3^ U·mL^−1^ IFNα, 100 μg·mL^−1^ INFγ, 100 μm 5,6‐dichloro‐1‐β‐d‐ribofuranosylbenzimidazole (DRB), and 10 μm Camptothecin (CPT).

### 2.3 Western blotting

Cells were washed in PBS and lysed in SDS lysis buffer (10 mm Tris‐Cl, pH 7.5, 0.1 mm EDTA, 0.1 mm EGTA, 0.5% SDS, 0.1 mm β‐mercaptoethanol, protease/phosphatase inhibitors). After blocking in LiCOR blocking buffer, the following primary antibodies were used: DDX5 (Pab204, gift from Prof Frances Fuller‐Pace; clone204, Sigma‐Aldrich, St. Louis, MO, USA), DHX9 (ab26271, Abcam, Cambridge, UK), DDX17 (SQQ‐K14, gift from Prof Frances Fuller‐Pace, Dundee, UK), p53 (DO‐I, Santa Cruz, Dallas, TX, USA), H3K4me3 (07‐473, Millipore, Burlington, MA, USA), H3K9me3 (ab8898, Abcam), H3K27me3 (07‐449, Millipore), H3 total (ab1791, Abcam) β‐actin (AC‐15, Santa Cruz), HIF‐1α (610958, BD Biosciences, San Jose, CA, USA), and GAPDH (6C5, Novus Biologicals, Englewood, CO, USA). IRDye® 680 or IRDye® 800 secondary antibodies were used and the Odyssey infrared system (LI‐COR, Lincoln, NE, USA) to visualize western blots.

### 2.4 Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation method was adapted from Cook et al. [22], with some modifications. 2 × 10^6^ HCT116 cells were used per each immunoprecipitation (IP) reaction, and 15 units of micrococcal nuclease (MNase, Worthington, Lakewood, NJ, USA) was used to digest the chromatin for the ChIP reaction. Four microgram of antibody was used for each IP reaction: H3 (ab1791, Abcam), H3K27ac (#8173), and normal rabbit IgG (#2729S, Cell Signaling Technology, Danvers, MA, USA) together with 20 μL of prewashed Protein A/G Dynabeads Chromatin digestion was assessed using TapeStation electrophoresis system (Agilent Technologies, Santa Clara, CA, USA). Desired DNA digestion yielded a mono‐ and polynucleosome pattern with a range of DNA fragments 100–1000 bp. Purified input and ChIP samples were subjected to qPCR with Applied Biosystems™ Fast SYBR™ Green Master Mix (4385612, Applied Biosystem, Waltham, MA, USA) according to the manufacturer's instructions using quantstudio (Waltham, MA, USA) 12 K Flex Real‐Time PCR System. Primers were used for DDX5 promoter locus (forward primer: ATGTTCCTTCGTCTGCCTCGA, reverse primer: CTTGCTTTTTGTGTGGGGATT) and DDX5 gene body locus (forward primer: TGAAAACACTGCCTGCATTTT, reverse primer: AATTGCAGAAATGACTGCAGT). Percent of input was determined for total H3, H3K27ac, and IgG control IP samples (2^−(sample Ct − adjusted input Ct)^). Fold enrichment for H3K27ac and IgG was determined relative to H3. Mean and standard deviation from three biological replicates was plotted.

### 2.5 5'EU staining

Cells were incubated with 5'ethynyluridine (EU; 0.5 mm), then fixed in 4% paraformaldehyde for 10 min, and permeabilized in 0.1% Triton‐X 100 for 10 min. Click‐iT Alexa Fluor 647 labeling kit (ThermoFisher, Waltham, MA, USA) was used to measure nascent transcription in the entire nucleus. Images were captured using a LSM710 confocal microscope (Carl Zeiss, Oberkochen, Germany). Image processing and analysis were performed using the image j software (Bethesda, MA, USA). The 5'EU mean nuclear intensity signal was determined using the image j plugin/algorithm, measured as previously [7]. A minimum of 100 cells were included per condition.

### 2.6 RPA foci staining

Cells transfected with DDX5^WT^ were fixed in 4% paraformaldehyde for 10 min, permeabilized in 0.1% Triton‐X 100 for 10 min, and blocked with 2% BSA in 0.1% Tween‐20 in PBS for 1 h. Cells were then incubated with RPA32 antibody (2208, Cell Signaling) for 2 h at 37 °C followed by Alexa fluor rat 594 secondary antibody (A‐11007, Invitrogen, Waltham, MA, USA) for 1 h at room temperature. Coverslips were mounted using mounting medium Prolong® Gold with DAPI (P36962, Invitrogen). Images were captured using a LSM710 confocal microscope (Carl Zeiss). Image processing and analysis were performed using the image j software.

### 2.7 R‐loop quantification

Cells transfected with RNase H1^D21ON^ V5 were extracted in ice‐cold PBS/0.2% Triton‐X 100 for 2 min, fixed in 4% paraformaldehyde for 10 min, permeabilized in 0.1% Triton‐X 100 for 10 min, and blocked with 1% BSA /FBS in PBS for 1 h. Cells were then incubated with V5 antibody (R96025, ThermoFisher Scientific) followed by Alexa fluor mouse 488 secondary antibody (A11029, Invitrogen) for 1 h at room temperature. Coverslips were mounted using mounting medium Prolong® Gold with DAPI (P36962, Invitrogen). Images were captured using a LSM710 confocal microscope (Carl Zeiss). Image processing and analysis were performed using the image j software. The V5 mean nuclear intensity signal was determined using the image j plugin/algorithm, measured as previously [7]. A minimum of 100 cells were included per condition.

### 2.8 Immunohistochemistry and immunofluorescence on xenograft sections

Animal procedures involving HCT116 and OE21 xenografts were performed in accordance with current UK legislation and were approved by the University of Oxford Biomedical Services Ethical Review Committee, Oxford, UK (project license 30/2922). Mouse were housed in individually ventilated cages in groups of five and given food and water *ad libitum*. Animals were handled in accordance with the Animals (Scientific Procedures) Act 1986 and the University of Oxford ethical guidelines. HCT116 and OE21 cells were grown as xenograft tumors as previously described [23]. Briefly, 6–8‐week‐old female athymic nude mice (BALB/c nude; Charles River, Wilmington, MA, UK) were injected subcutaneously into the flank with 5 × 10^6^ HCT116 cells in serum‐free DMEM. In addition, 6–8‐week‐old female CD‐1 nude mice (Charles River) were injected subcutaneously into the flank with 5 × 10^6^ OE21 cells in 50% (v/v) matrigel and serum‐free RPMI. Two hours before the tumor was harvested, mice were injected intraperitoneally with 60 mg·kg^−1^ of pimonidazole. Tumors were harvested before reaching 500 mm^3^ (according to the formula *V* = *W* × *D* × *L* × π/6). Hypoxic regions were visualized by pimonidazole staining with hypoxyprobe 1 antibody (clone 4.3.11.3, Hypoxyprobe) after dewaxing and antigen retrieval with 10 mm sodium citrate buffer (pH 6.0). In addition, serial sections were stained for DDX5 (pAb204, Millipore), or no primary antibody (negative control), followed by HRP‐conjugated secondary antibody incubation. Staining was developed with 3,3′‐Diaminobenzidine (DAB, Vector Labs, Newark, CA, USA), and nuclei were counterstained with hematoxylin. Images were obtained using an Aperio Scanner (Leica Biosystems, Wetzlar, Germany).

Orthotopic mouse GL261 glioma growth was conducted under the protocol approved by the Local Ethics Committee for Animal Experimentation at the Nencki Institute of Experimental Biology in Warsaw (project lincense 1019/2020). Animals were housed in individually ventilated cages in groups of five and given food and water *ad libitum*. Male C57BL/6 mice (12 weeks) were anesthetized with 4% isofluorane and maintained at 1.5% isofluorane in oxygen during the tumor implantation procedure. A total of 8 × 10^4^ luc^+^tdT^+^ GL261 gLioma cells in 1 μL of DMEM were inoculated into a right striatum at the rate of 0.25 μL per minute using a stereotactic apparatus. The coordinates for injection were +1 mm anterior–posterior, −2 mm lateral, and −3 mm dorsal‐ventral in relation to bregma. After 25 days of postimplantation, animals were intraperitoneally injected with 60 mg·kg^−1^ of pimonidazole and 2 h later were anesthetized, sacrificed, and perfused with PBS and subsequently with 4% paraformaldehyde (PFA) in PBS. Brains with tumors were then removed and fixed additionally with 4% PFA in PBS for 24 h, followed by immersion in 30% sucrose for 48 h and mounting in OCT freezing medium on dry ice. Coronal sections 10 μm in size were collected using a cryostat. Sections were subjected to an antigen retrieval with 10 mm sodium citrate buffer (pH 6.0) and costained with hypoxyprobe 1 and DDX5 (ab126730, Abcam) antibodies was carried out. Nuclei were counterstained with DAPI. Images were acquired using a Zeiss LSM800 confocal microscope.

### 2.9 qPCR

RNA samples were prepared using TRIzol (Invitrogen/Life Technologies). cDNA was synthesized from total RNA using the Verso Kit (Thermo Scientific). qPCR was performed with the SYBR Green PCR Master Mix Kit (Applied Biosystems) in a 7500 fast real‐time pcr thermocycler with the v2.0.5 software (Applied Biosystems). Primer sequences are included in the Appendix S1. Data were normalized to *18S* housekeeping gene. mRNA fold change was calculated using the 2^−ΔΔCt^ method. The qPCR graphs show the mean ± SEM of three biological replicates, and statistical significance was analyzed with two‐tailed Student's *t*‐tests for each gene.

### 2.10 Gene expression correlations in TCGA datasets

RNA‐sequencing data (RNA Seq V2 RSEM) for 382 colorectal adenocarcinoma, 166 glioblastoma, 408 bladder urothelial carcinoma, 1100 breast invasive carcinoma, 501 lung squamous cell carcinomas, and 517 lung adenocarcinomas patient sample datasets were extracted from the TCGA project, which can be accessed through cbioportal (http://www.cbioportal.org/). To examine the correlation of *DDX5* against the hypoxia signature, raw data for each sequenced gene were rescaled to set the median equal to 1, and the hypoxia signature was determined by quantifying the median expression of genes from the hypoxic signature [24]. Log10 conversion of the hypoxia signature was plotted against Log10 conversion of raw data for *DDX5* (also rescaled to set the median equal to 1).

Correlations and statistical significance were determined by calculating Spearman's rho rank correlation coefficients and two‐tailed *P*‐values using hmisc package in r studio (Boston, MA, USA).

### 2.11 IvyGAP human glioblastoma data

Expression of hypoxia‐inducible genes (*VEGFA*, *SLC2A1*, *CA9*, *BNIP3*, *BNIP3L*, and *LDHA*) and candidate genes belonging to the GO Splicing pathway (GO:0008380), whose promoters had decreased ATACseq signal in hypoxic conditions in our GL261 dataset, has been tested in the transcriptional atlas of human glioblastoma, where samples for the RNAseq analysis had been collected via microdissection from anatomic structures within glioblastoma (Ivy Glioblastoma Atlas Project; http://glioblastoma.alleninstitute.org/) [25]. Microvascular Proliferation and Pseudopalisading Cells Around Necrosis regions were taken into account, which should clearly distinguish between oxygenated and hypoxic environments. The presented heatmap based on the expression z‐scores was generated with an online selection tool at http://glioblastoma.alleninstitute.org/.

### 2.12 ATACseq sequencing and data processing

ATACseq was performed as previously described with some modifications [26]. While still in hypoxic conditions, GL261 cells were fixed with 1% formaldehyde (Thermo Scientific) for 10 min and then quenched with 0.125 m glycine for 5 min at room temperature. After returning to normal conditions (21% O_2_), 25 000 cells were washed and subsequently lysed in cold lysis buffer (10 mm Tris–HCl, pH 7.4, 10 mm NaCl, 3 mm MgCl_2_ and 0.1% IGEPAL CA‐630) for 5 min on ice. Cells were then centrifuged at 500 × ***g*** for 8 min and cell pellets resuspended in transposition reaction according to the standard ATACseq protocol using 2.5 μL of Tn5 enzyme per 25 000 of cells [27]. After transposition, cells were centrifuged and reverse crosslinked (50 mm Tris‐Cl, 1 mm EDTA, 1% SDS, 0.2 m NaCl, 200 μg·mL^−1^ proteinase K) at 65 °C with a gentle overnight shaking. Zymo DNA Clean & Concentrator‐5 columns (ZymoResearch, Irvine, CA, USA) were used to purify DNA, and the sequencing libraries were prepared according to the original ATACseq protocol [27]. The ATACseq libraries were assessed for appropriate quality using a Bioanalyzer 2100 and subjected to paired‐end sequencing (2 × 76 bp) using NovaSeq 6000 (Illumina, San Diego, CA, USA) at the Laboratory of Sequencing (Nencki Institute). The quality of raw fastq data was assessed using the fastqc software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed using Trimmomatic to remove adapter and transposase sequence with option ‘sliding window 5 : 20’ and with a cutoff from 5′ and 3′ end set to 3 and 15, respectively [28]. Reads with a length of less than 50 bp were discarded. Then, paired‐end reads were aligned to mm10 using bowtie2 aligner v2.2.5 with parameters set to ‐very sensitive and ‐X2000 [29]. Duplicate reads were subsequently removed with picard (http://picard.sourceforge.net), and reads mapping to the mitochondrial genome were also removed. Only properly paired reads with mapping quality score (MAPQ) > 30 were kept for downstream analysis using samtools view with option ‐q 30 [30]. Peaks were called using macs2 v.2.1.1.2 with parameters set to ‐f BAPME ‐q 0.001 –nomodel –shift 0 [30]. The obtained peaks were then filtered for peaks overlapping mm10 ENCODE blacklisted genomic regions. To visualize the overlap of open genomic regions (peaks) from different conditions, the makeVennDiagram function from the chippeakanno package was used with minoverlap parameter set to 200 [31]. All sequencing track Fig.s were generated by IGV using a normalized bigWig file created with deepTools (bamCoverage) and normalized to genome coverage – RPGC [32, 33]. ATACseq data files are available at https://www.ncbi.nlm.nih.gov/geo under accession number GSE200757.

### 2.13 Differential analysis of ATACseq peaks

Changes in chromatin accessibility were assessed using deseq2 [34]. To create a set of consensuses ATAC peaks for the read count matrix, the following steps were performed. First, peaks for all replicates in each condition were intersected and only peaks with overlap > 200 bp were included. Then, obtained peaks from all conditions were merged with reduction of overlapping regions using the ‘reduce’ function from the genomicranges package to generate consensus peak lists [35]. Peaks with FDR < 0.05 and |log2 fold change| ≥ 0.6 were classified as significantly different. Alternative ATACseq differential accessibility analysis was performed with csaw r package using aforementioned ATAC peak sets with either a trimmed mean of M values (TMM) or nonlinear loss‐based normalization method [36, 37].

### 2.14 Annotation for differential ATACseq peaks to genomic features

The peaks were annotated to genomic features using ChIPseeker with promoter region defined as ±2000 bp around the transcription start site (TSS) [38]. Each peak was annotated to only one genomic feature according to the default annotation priority in ChIPseeker. To obtain all the genes which had peaks were assigned around their promoter region, a custom‐written script in r was used based on biomart and genomicranges packages [35, 39]. Functional enrichment analysis of differentially accessible regions nearby genes was performed using Gene Ontology, (GO) KEGG and Reactome databases [40, 41, 42].

### 2.15 Statistical analysis and data processing

Statistical analyses for qPCRs, ChIP‐qPCR, immunofluorescent analysis of DDX5 expression, 5'EU incorporation, RPA foci measurement, and R‐loop quantification were performed using the graphpad prism software (GraphPad Software Inc., San Diego, CA, USA). As indicated in the fig. legends, statistical tests included two‐tailed Student's *t*‐tests ns, nonsignificant, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

## 3 Results

To investigate the potential role of epigenetic changes in the regulation of the R‐loop interactome in hypoxia, we employed a murine glioblastoma model, GL261, which is known to develop hypoxic areas when grown orthotopically (Fig. S1A) [43]. We assessed the changes in chromatin marks associated with a repressive heterochromatin state in hypoxia. GL261 cells were exposed to either moderate (1% O_2_) or severe (< 0.1% O_2_) hypoxia, and changes in chromatin marks were determined. As expected, we observed a marked increase in H3K9 and H3K27 trimethylation [8, 9, 44]. However, we also observed an increase in H3K4 trimethylation, an activating histone modification. In all cases, increased methylation was most pronounced in severe hypoxia (< 0.1% O_2_) and was reduced to near normoxic levels as quickly as 1 h after reoxygenation, further emphasizing oxygen‐dependent changes in chromatin (Fig. 1A and Fig. S1B,C). In addition, hypoxia (< 0.1% O_2_) led to the loss of histone acetylation mark H3K27ac, which labels active promoters and enhancers (Fig. S1B,C).

**Fig. 1:**
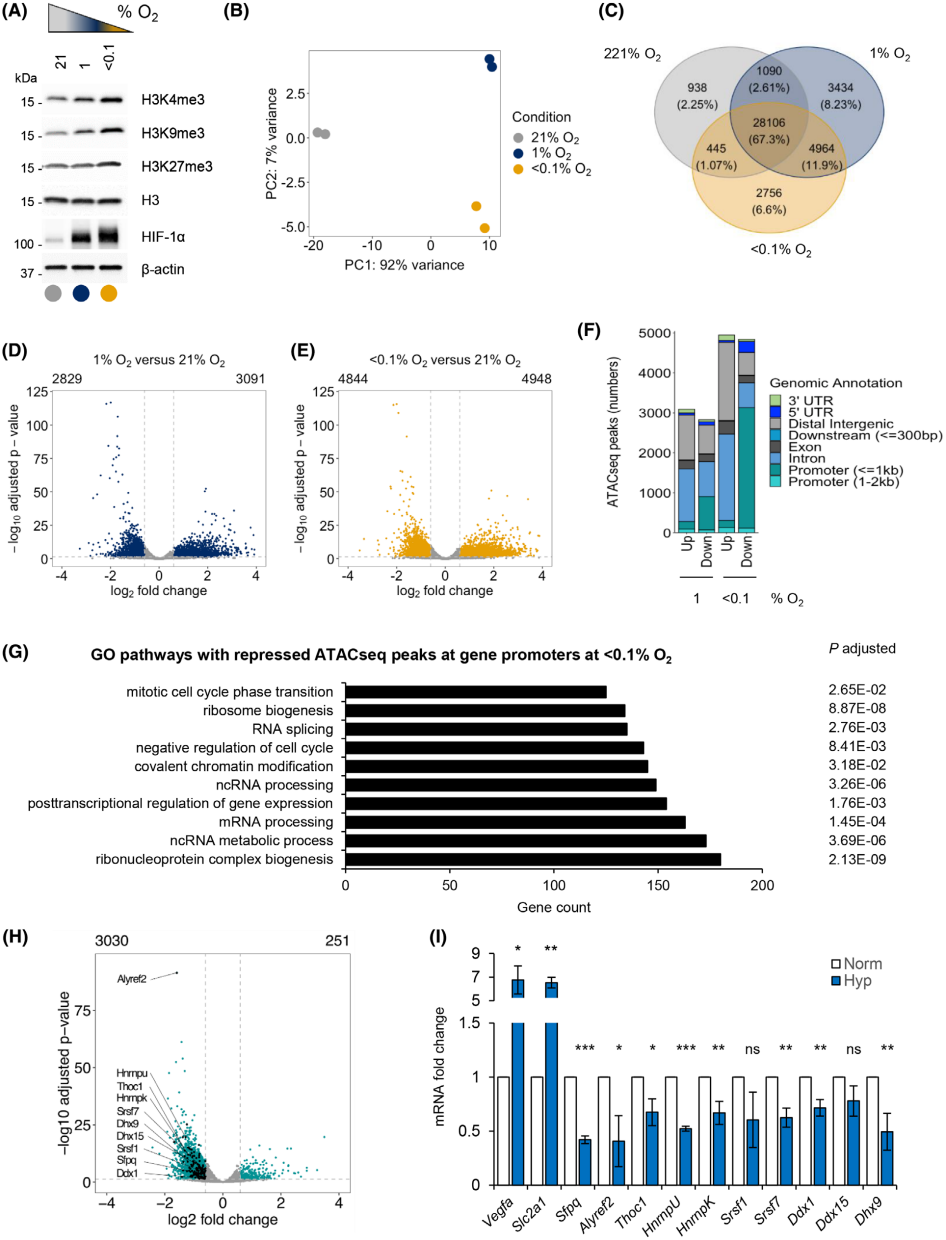
Oxygen‐dependent chromatin alterations lead to a loss of promoter accessibility of numerous pathways, including RNA processing factors. (A) GL261 cell line was exposed to 21%, 1% or < 0.1% O_2_ for 16 h and subjected to western blotting for the histone modifications indicated. HIF‐1α was used as a hypoxia control. A representative western blot of three biological replicates is shown. (B) GL261 cells were exposed to 16 h of normoxia (21% O_2_) or two conditions of hypoxia (1% and < 0.1% O_2_). Samples were fixed and ATACseq carried out. Principal component analysis of ATACseq peaks for the three oxygen tensions is shown. (C) Venn diagram showing hypoxia specific or common ATACseq peaks detected in all oxygen conditions from (B). The percentage of peaks in the total amount of peaks is shown for each condition. (D) A volcano plot showing differentially altered ATACseq peaks in 1% O_2_ versus 21% O_2_. Statistically significant peaks with FDR < 0.05 and |log2 fold change| ≥ 0.6 are marked in blue. (E) A volcano plot showing differentially altered ATACseq peaks in < 0.1% O_2_ versus 21% O_2_. Statistically significant peaks with FDR < 0.05 and |log2 fold change| ≥ 0.6 are marked in yellow. (F) Differentially regulated ATACseq peaks from parts (D and E) annotated to distinct genomic regions at 1% or < 0.1% O_2_ in relation to normoxic control. ‘Up’ or ‘Down’ marks significantly increased or decreased peaks, respectively, for each hypoxic condition in relation to normoxia. (G) Top 10 Gene Ontology (GO) pathways (based on the highest gene count) associated with genes that had decreased ATACseq peaks at their promoters. Adjusted *P* value indicates statistical significance for each pathway shown. (H) A volcano plot showing differentially regulated ATACseq peaks at the gene promoters in cells treated with < 0.1% O_2_, with significantly up‐regulated 251 peaks and 3030 downregulated peaks. Statistically significant peak changes were annotated with green dots (FDR < 0.05 and |log2 fold change| ≥ 0.6). Black dots mark all significantly downregulated peaks for gene promoters of genes from the GO pathway ‘RNA splicing’ (GO:0008380) and some names of these genes are indicated (full list in Table S4). (I) qPCR validation of hypoxia‐dependent repression of splicing factors indicated in (H) in GL261 cell line treated for 16 h at < 0.1% O_2_. Mean ± standard deviation expression is shown from three biological repeats. *Vegfa* and *Slc2a1* were used as positive hypoxia‐inducible controls. Statistical significance was calculated with two‐tailed Student's *t*‐test for each gene expression tested in hypoxia compared to normoxia (*P < 0.05, **P < 0.01, ***P < 0.001, ns, nonsignificant).

Since hypoxia‐mediated increases in methylation marks could have a repressive or activating influence on gene expression, we investigated chromatin accessibility. We carried out ATACseq analysis on GL261 cells exposed to hypoxic (1 or < 0.1% O_2_) or normoxic (21% O_2_) conditions. 

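GL261, a mouse glioblastoma cell line, was held for 16 h at 21%, 1% or <0.1% O2, with 2 replicate libraries per condition and 6 libraries in all. In ATACseq a transposase cuts accessible DNA, so the number of fragments over a region reflects how open it is. The authors aligned the reads to mm10, called peaks in each library on its own with MACS2 and removed peaks in blacklisted regions, and the deposited lists give for each peak its position, the fold enrichment over a local background, a p-value and a q-value. These folds and q-values are the authors' own values for each peak and were used to rank and filter peaks within a list. The folds were also used to recover pileups and to count peaks with a fold of at least 8 in each library. The lists held 33006 and 36188 peaks in the 21% O2 libraries, 42807 and 41783 at 1% O2 and 43554 and 39348 at <0.1% O2. Reads per library are not in the lists, but the fold and p-value of a peak together fix the whole-number fragment pileup at its summit and its background, which were recovered for 100% of the peaks in every library. The smallest background gives the mean fragment coverage of the genome, 2.16 and 2.36 at 21% O2, 2.93 and 2.99 at 1% O2 and 3.35 and 3.18 at <0.1% O2, so every hypoxic library was deeper than both normoxic libraries. Read counts on the consensus peaks were not used here, so the study's DESeq2 test was not repeated. Accessibility was compared instead by the percentile rank of the fold among the 28432 consensus peaks present in all 6 libraries. A rank is relative, so a fall means that the fold of a peak dropped against those of the other peaks of its library. The fold is a ratio over local background, so its rank can move with the background as well as with peak height. A peak was called lower or higher when both hypoxic libraries lay beyond both normoxic ones and the mean rank moved by at least 10 percentile points. Libraries with no effect pass the direction part of this rule in 1 in 6 peaks for each direction. In simulated libraries for <0.1% O2, built from the replicate differences of all 28432 ranked peaks, 50.5% of 200 promoter peaks lowered by 10 points and 85% of 200 lowered by 20 points were called lower, and 13.9% of unchanged peaks were called in either direction, so single calls carry a high share of false ones and a change of about 10 points is often not called. The lowered peaks were drawn only from promoter peaks of middle and high mean rank. Recovery of low-ranked peaks, which have less room to fall, was not tested. The background in the fold holds fragments of the peak itself, and its median fell from 2.39 and 2.36 times the genome coverage at 21% O2 to 1.84 and 1.88 times at <0.1% O2. Ranks of the summit pileup, an alternative chosen after seeing the data, are therefore given beside the fold ranks where the 2 differ.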

To prevent any reoxygenation‐dependent changes in the chromatin that could occur during sample processing, we employed a modification of ATACseq that allows fixation of cells prior to lysis [26]. Principal component analysis (PCA) showed a clear separation of ATACseq profiles between normoxic and the two hypoxic conditions (Fig. 1B). 

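In a principal component analysis of the percentile ranks, the first component carried 45.1% of the variance and the second 24.2%. The normoxic libraries had scores of -1663 and -1368 on the first component, the 1% O2 libraries 439.8 and 487 and the <0.1% O2 libraries 1042.3 and 1061.8. On the second component the 1% O2 libraries, at 1218 and 917, stood apart from the <0.1% O2 libraries, at -733 and -929. The share of covered bases common to 2 libraries (Jaccard index) was 0.752 for the normoxic replicates, 0.775 for the 1% O2 replicates and 0.751 for the <0.1% O2 replicates. Between a normoxic and a hypoxic library it was 0.658 to 0.710, below every replicate pair, and between the hypoxia levels 0.726 to 0.738. No test was made of these distances.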

Overall, we detected 41 733 ATACseq peaks, of which 67.3% were detected in all conditions, 2.25% were specific to normoxia, 8.23% were specific to 1% O_2_, and 6.6% were specific to < 0.1% O_2_ conditions (Fig. 1C). 

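With the stretches over 200 bp shared by both replicates merged across conditions, 41308 consensus peaks were found, of which 28197 (68.3%) held a stretch from every condition. There were 769 (1.86%) specific to 21% O2, 3164 (7.66%) specific to 1% O2 and 2521 (6.10%) specific to <0.1% O2. Another 5059 were found at both hypoxia levels and not at 21% O2. The 4 hypoxic libraries had a mean of 41873 ± 1833 peaks (SD, n = 4) and the 2 normoxic ones 34597 ± 2250.0 (SD, n = 2), with a p of 0.0667 in a two-sided exact permutation test over 15 regroupings, the smallest that this design allows. The number specific to 21% O2 depended on the length of the lists, and with the same number of top peaks by -log10 q taken in every library it was 2272. With a replicate left out, a peak no longer has to be in both libraries of that condition, so the number specific to the condition rises by construction, to 1657 and 2875 for the 2 normoxic libraries, 5956 and 6850 for those at 1% O2 and 4501 and 7290 for those at <0.1% O2.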

We then carried out a differential peak analysis between hypoxic and normoxic conditions and identified a total of 5920 peaks with differential chromatin accessibility at 1% O_2_ and 9792 peaks with differential chromatin accessibility at < 0.1% O_2_, in relation to the normoxic control (Fig. 1D,E). Of these, 3091 peaks were significantly increased, and 2829 peaks were significantly decreased at 1% O_2_, while 4948 peaks were significantly increased, and 4844 peaks were significantly decreased at < 0.1% O_2_ (Fig. 1D,E and Table S1). 

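Peaks present in both replicates of a hypoxia level and overlapping no normoxic peak, and the converse, were counted from the lists. At 1% O2, 4314 peaks were gained and 412 lost. At <0.1% O2, 4112 were gained and 609 lost. These are presence calls and not a test of read counts. The gained numbers lean on the length of the lists, since with the same number of top peaks per library 1970 were gained and 1672 lost at 1% O2, and 2303 gained and 1982 lost at <0.1% O2. Lists of equal length hold gained and lost peaks near each other in number by construction. After the pileups were thinned at random to the coverage of the shallowest library, 3785 peaks were gained and 711 lost at <0.1% O2. Presence in both replicates, or absence from both, is met by more peaks when only 1 library is left in a condition, so leaving out any library of a comparison raises its counts by construction. They ranged from 5271 to 7782 gained and 755 to 1711 lost at 1% O2, and from 5008 to 8907 gained and 930 to 2191 lost at <0.1% O2.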

Overall, severe hypoxia led to a greater number of significant ATACseq peak changes, which reflects the oxygen‐dependent changes in histone methylation that are known to contribute to the chromatin accessibility (Fig. 1A and Fig. S1B,C) [45, 46]. Next, we carried out genomic annotation of the differentially regulated ATACseq peaks in hypoxia (1 and < 0.1% O_2_; Fig. 1F and Fig. S1D). 

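Each consensus peak was given 1 annotation, with the window of 2000 bp around a transcription start site of the GENCODE M21 basic set taken as promoter. Of all consensus peaks, 36.5% lay at promoters, 28.3% in introns and 29.6% between genes. The promoter share was 14.6% (631 of 4314, exact binomial 95% interval 13.6 to 15.7%) of peaks gained at 1% O2 and 19.4% (80 of 412, exact binomial 95% interval 15.7 to 23.6%) of those lost. At <0.1% O2 it was 12.8% (526 of 4112, exact binomial 95% interval 11.8 to 13.9%) of gained and 30.4% (185 of 609, exact binomial 95% interval 26.7 to 34.2%) of lost peaks. The intervals cover the counting of peaks only. With promoters taken as 500 bp around the start site, the share among peaks lost at <0.1% O2 was 19.7%.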

One of the most notable differences between the response to moderate (1% O_2_) and severe (< 0.1% O_2_) hypoxia was the number of ATACseq peaks lost at promoter regions, with nearly 1000 peaks lost in 1% O_2_ and over 3000 peaks lost in < 0.1% O_2_. 

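Among the 12959 ranked promoter peaks, 2138 (16.5%) were lower and 1539 (11.9%) higher in rank at 1% O2. At <0.1% O2, 3428 (26.5%) were lower and 1555 (12.0%) higher. Simulated groups without any change gave a mean of 840.4 lower promoter peaks at 1% O2 and 843 at <0.1% O2. Their noise was drawn peak by peak, so shifts that move many promoter peaks of a library together were left out. The simulation cannot tell an effect of hypoxia from such a library-wide difference. Outside promoters the direction was the other way at <0.1% O2, with 2239 of 15473 peaks lower and 3944 higher. The mean rank over all peaks is fixed, so a fall of promoter peaks raises the mean of the others, and this is not separate evidence. The mean rank of promoter peaks was 56.7 ± 0.440 (SD, n = 2) at 21% O2, 55.7 ± 0.00609 (SD, n = 2) at 1% O2 and 52.8 ± 0.657 (SD, n = 2) at <0.1% O2. Both hypoxic libraries of each level lay below both normoxic ones (two-sided exact permutation test, p = 0.33, the smallest that 2 libraries against 2 allow). The median rank change of promoter peaks less that of other peaks was -0.730 percentile points at 1% O2 and -4.44 at <0.1% O2. The replicates differed in this value by 0.647 at 21% O2, 0.162 at 1% O2 and 1.11 at <0.1% O2, so each difference was larger than the replicate differences of the conditions compared, narrowly so at 1% O2. By summit pileup the difference at 1% O2 was -0.611, within the 0.776 by which replicates of any condition then differed at most. With pileups thinned to equal coverage, the medians at 1% O2 were -0.609 for promoter peaks and -0.158 for other peaks, a smaller gap. Ranked within the whole list of each library, which is longer in hypoxia, 855 promoter peaks were lower and 2511 higher at 1% O2. This scaling raised both kinds of peak, with median changes at 1% O2 of 2.16 percentile points for promoter peaks and 4.12 for other peaks, so promoter peaks still fell against other peaks. The trend of rank change with GC content was fitted over all ranked peaks, promoter peaks included. Subtracting it can therefore also remove part of a promoter fall. With the trend subtracted, the promoter differences were -1.01 and -1.05. Both lay beyond the 0.209 by which replicates then differed at most, and the larger fall at <0.1% O2 was not seen in these medians. More promoter peaks were then lower at <0.1% O2 than at 1% O2 (2869 against 1999), and more were higher (2037 against 1685). Within bins of equal GC content the promoter differences were -1.79 and -3.32, where replicates differed by up to 0.623.

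**Figure D1:**
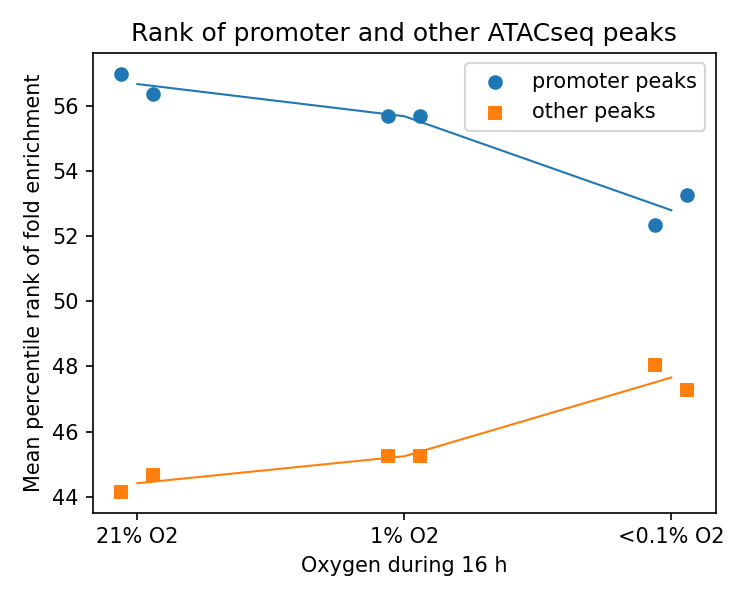
Mean percentile rank of fold enrichment of promoter peaks (circles) and other peaks (squares) in each library, against the oxygen level during 16 h; lines join the condition means. Promoter peaks lie at 57.0 and 56.4 in the 21% O2 libraries and at 52.3 and 53.3 in the <0.1% O2 libraries.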

The oxygen dependency was further emphasized when a ratio between a percentage of decreased peaks at specific genomic annotations in severe versus moderate hypoxia was evaluated (Fig. S1E,F), where again the highest percentage of decreased ATACseq peaks at promoter regions was in response to severe hypoxia compared with moderate hypoxia (Fig. S1F and Table S2). Moreover, the majority of repressed promoter peaks identified in moderate hypoxia (789 of 852) were included in the peaks repressed in severe hypoxia (Fig. S1G). However, severe hypoxia (< 0.1% O_2_) repressed additional promoters in comparison with moderate hypoxia (1% O_2_), demonstrating the oxygen dependency of this process. 

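Of the promoter peaks lower in rank at 1% O2, 1437 (67.2%) were also lower at <0.1% O2. Both comparisons use the same normoxic libraries, and simulated groups without any change shared a mean of 256 peaks, 30.5% of the 1% O2 calls (range 26.5 to 35.4% over 100 draws). Shifts common to many promoter peaks of a library were not simulated. Ranks taken within the whole list of each library raised the median rank of promoter and other peaks at both levels. With them, 577 of the 855 promoter peaks lower at 1% O2 were also lower at <0.1% O2.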

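A further 1991 promoter peaks were lower in rank at <0.1% O2 without being lower at 1% O2, and 701 were lower at 1% O2 without being lower at <0.1% O2. Simulated groups without change at either level gave means of 587 and 584, which does not test whether the fall was larger at <0.1% O2, since a peak that fell alike at both levels can be called at only one of them. The numbers called at one level were therefore compared with each other, a comparison chosen after seeing the data. They differed by 1290, against 32 and 297 in the other splits of the 4 hypoxic libraries into pairs, so 1 of the 3 splits gave a difference as large, the smallest share that this design allows. With the GC trend subtracted they were 1605 at <0.1% O2 only and 735 at 1% O2 only, and without the second 1% O2 replicate 1930 and 1079. The opposite moves were rarer, with 68 promoter peaks higher at 1% O2 and lower at <0.1% O2 and 20 the reverse. From the promoters repressed in severe but not in moderate hypoxia, the paper concludes that the process depends on oxygen. It also points to more changed peaks and a higher percentage of decreased promoter peaks in severe hypoxia, and to oxygen-dependent histone methylation.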

Since severe hypoxia induced the greatest loss of accessible promoters, we performed a functional enrichment analysis of the genes with significantly decreased ATACseq peaks at promoter regions in severe hypoxia using three databases: Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome [40, 41, 42]. We identified several signaling pathways associated with the peaks decreased in severe hypoxia, many of which were related to RNA metabolism and processing, including ribonucleotide complex biogenesis, ncRNA metabolic process, or mRNA processing and splicing. The top 10 significantly downregulated pathways from GO analysis based on the highest gene count associated with each pathway are shown (Fig. 1G, full list of significantly associated pathways Table S3). In order to ensure robust ATACseq results, we employed two additional data normalization approaches, as it was recently shown that choice of analysis can impact differential chromatin accessibility results [37]. Using two alternative normalization pipelines, we found that the impact of hypoxia on the chromatin accessibility remained qualitatively similar as determined with the initial deseq2 analysis. 

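The read-count normalizations could not be repeated from peak lists, so the promoter ranks were recomputed with other values ranked. At <0.1% O2, 4184 promoter peaks were lower and 1406 higher by the rank of -log10 q, 4144 and 1326 by the rank of the summit pileup, an alternative chosen after seeing the data, and 2869 and 2037 by the fold rank with its GC trend subtracted. Ranked within the whole peak list, 2249 were lower and 2173 higher, and the median promoter change was 0.102 percentile points against 5.43 for other peaks.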

We observed changes in the number of significantly upregulated or downregulated ATACseq peaks between every method used; however, the effect on the repression of accessible promoters in conditions of severe hypoxia, including genes affecting RNA processing and splicing was observed with all methods (Fig. S2).

To validate the results of our ATACseq analysis, we focused on genes involved in splicing, as components of this pathway have previously been shown to be transcriptionally repressed in hypoxia [11]. From the list of the spliceosome genes, we identified a number of splicing factors as having decreased ATACseq peaks in hypoxia (Table S4) and confirmed that 10 of them were repressed at the mRNA level (Fig. 1H,I). This was in contrast to the mRNA of known HIF targets, *Slc2a1* or *Vegfa*, which are induced in response to hypoxia [47]. Moreover, the functional analyses of decreased ATACseq peaks in gene promoter regions led to the identification of other pathways previously reported as decreased in hypoxia, including the DNA repair pathways; base excision repair, homology‐directed repair, double strand break repair, and nonhomologous end‐joining (Reactome analysis, Table S3) [4]. 

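All 137 peaks that Table S4 lists for the GO splicing term at <0.1% O2 had the same coordinates as a consensus peak built here. Around the start sites of its 136 genes, 142 peaks were ranked. Their median rank change at <0.1% O2 was -8.19 percentile points, below -5.94, the lower end of the central 95% of 10000 random promoter lists matched on mean rank, and 101 of them fell. At 1% O2 the median was -1.99, within the -3.12 to 0.504 of random lists. By summit pileup, 139 fell and the median was -18.3, against -7.09 to -1.95 in random lists. The study picked these genes from the same libraries, so this describes them and is not independent evidence. Genes named for this list did not all move alike. The fold rank of *Thoc1* (chromosome 18, 9957643 to 9958599) was 94.98 ± 4.26 at 21% O2 and 80.2 ± 4.02 at <0.1% O2 (SD, n = 2), a fall in both libraries. That of *Sfpq* (chromosome 4, 127020953 to 127022456) was 47.2 ± 7.95 at 21% O2 and 86.2 ± 4.76 at <0.1% O2 (SD, n = 2), a rise, and its pileup rank rose by 6.22 points, short of a call. *Hnrnpk* rose by 16.8 points by fold, which was 9.41 without the second normoxic replicate and 10.6 without the first <0.1% O2 replicate, and changed by -19.4 by pileup. *Hnrnpu* changed by -8.27 by fold and -21.2 by pileup, and *Srsf7* by 0.402 and -15.6. The fold rank of *Alyref2* was 1.67 ± 0.880 at 21% O2 (SD, n = 2), close to the lowest possible, so a fall was not detectable by fold. By pileup its rank was 99.1 ± 0.441 at 21% O2 and changed by -8.79 at <0.1% O2.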

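Table S3 gives complete gene lists here for base excision repair, nonhomologous end-joining and 10 further repair terms, while the lists for the terms DNA repair, homology directed repair, homologous recombination or single strand annealing, and double-strand break repair are shortened in the copy used and were left out. The 121 genes of the complete terms had 116 ranked promoter peaks, with a median rank change of -6.79 percentile points at <0.1% O2 (central 95% of 10000 matched random lists -4.82 to -0.238). For homologous recombination the median was -15.1, below all random lists. For base excision repair it was -1.06 and for nonhomologous end-joining -1.66, both within the random lists. Histone genes made up 41 of the 52 genes of base excision repair and 26 of the 38 of nonhomologous end-joining. Without histone genes the medians at <0.1% O2 were -4.38 for base excision repair (11 peaks) and -8.23 for nonhomologous end-joining (13 peaks). Both were still within their random lists. By summit pileup, chosen after seeing the data, the medians of base excision repair and nonhomologous end-joining were -14.7 and -14.5, that of homologous recombination -19.4 and that of all these genes -16.3, each below the random lists. The genes were picked by the study from these libraries.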

Overall, our data identify a global mechanism of hypoxia‐induced repression of multiple pathways linking previously reported mRNA repression with decreased chromatin accessibility.

Loss of chromatin accessibility at the promoters of genes coding for RNA‐processing factors supports our hypothesis that the repression of genes involved in R‐loops could be mediated by epigenetic changes, as many of these genes have been identified in the R‐loop interactome. The RNA and RNA/DNA helicases *Ddx1*, *Ddx3x*, *Ddx5*, *Ddx18*, *Ddx21*, *Ddx27*, *Ddx39b*, *Dhx9*, *Dhx15*, *Srsf1*, *Xrn2*, and *Prkdc* are all components of the R‐loop interactome and were all found to have reduced chromatin accessibility in their promoters in hypoxia (Fig. S3A and Table S5) [48]. Of these helicases, we have shown previously that *DHX9* mRNA expression is repressed in hypoxia (< 0.1% O_2_) therefore supporting a link between these ATACseq data and gene expression in hypoxia (Fig. S3B) [7]. In contrast, chromatin accessibility did not significantly change at the *SETX* gene promoter (Fig. S3C), consistent with the recently identified increase in *SETX* expression in response to hypoxia (< 0.1% O_2_) [7]. 

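All 12 peaks of Table S5 matched a consensus peak exactly. Of the 12 genes, the fold rank of the strongest promoter peak fell at <0.1% O2 in 9 and rose in 3, and 6 were called lower. The changes of those called lower were -39.7 for *Ddx1*, -10.1 for *Ddx3x*, -25.6 for *Ddx18*, -22.0 for *Ddx21*, -21.5 for *Ddx27* and -11.9 percentile points for *Dhx9*. *Xrn2* (-6.08), *Dhx15* (-6.26), *Srsf1* (-1.64) and *Ddx39b* (0.582) were not called, and *Prkdc* was called higher, by 11.0. Several of these values rested on single libraries. With each library left out in turn, the change of *Ddx3x* ranged from -18.5 to -3.78, that of *Xrn2* from -17.5 to 4.15, that of *Srsf1* from -4.75 to -0.0182 and that of *Ddx39b* from -4.20 to 3.55, each time with one normoxic replicate left out at one end and the other at the other. *Ddx27* changed by -11.7 without the second normoxic replicate, *Dhx9* by -7.16 and *Ddx3x* by -7.31 without the first <0.1% O2 replicate, and *Prkdc* by 9.50 without the second normoxic and 8.85 without the second <0.1% O2 replicate. Without the first normoxic replicate 8 genes fell, and without the second 10. With the GC trend subtracted 8 fell, *Srsf1* rising by 1.13, and *Ddx3x* and *Dhx9* changed by less than 10 points, at -5.84 and -8.17. With ranks within the whole list 8 fell as well, *Srsf1* rising by 3.63, and these changes were -4.85 and -5.37. The median over the 13 ranked promoter peaks of the list was -6.26, within the -13.6 to 4.40 of matched random promoter lists. By summit pileup all 13 fell, with a median of -15.7 against -14.1 to 2.07 in random lists. The study chose the genes from these libraries.

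**Figure D2:**
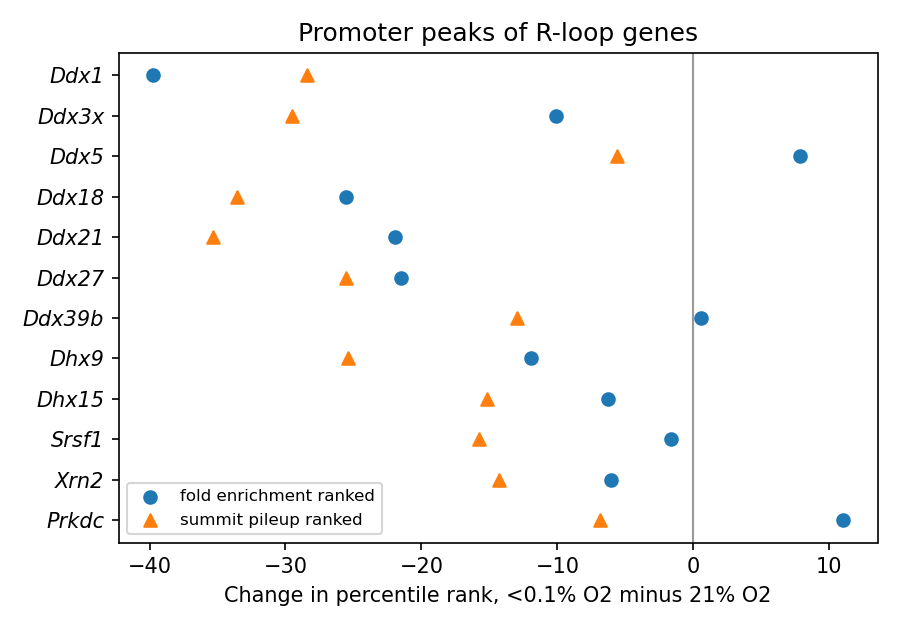
Change in percentile rank from 21% O2 to <0.1% O2 of the strongest promoter peak of each Table S5 gene, by fold enrichment (circles) and by summit pileup (triangles); each point is a difference of means of 2 libraries. By pileup Ddx18 changes by -33.5 percentile points.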

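The *Dhx9* promoter peak lies on chromosome 1 of mm10 from 153486887 to 153488039. Its fold rank was 65.5 ± 0.607 at 21% O2 and 53.6 ± 6.61 at <0.1% O2 (SD, n = 2), and 78.2 ± 0.903 (SD, n = 2) at 1% O2, where both libraries lay above both normoxic ones. Without the first <0.1% O2 replicate the change at <0.1% O2 was -7.16 percentile points. Its pileup rank was 74.6 ± 3.52 (SD, n = 2) at 21% O2, 67.5 ± 0.588 (SD, n = 2) at 1% O2 and 49.2 ± 5.71 (SD, n = 2) at <0.1% O2.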

We then asked whether the chromatin accessibility changes in hypoxia detected with ATACseq were mirrored by expression of identified R‐loop and spliceosome interacting genes. We investigated this hypothesis using the transcriptional atlas of human glioblastoma, where RNAseq analysis was performed on samples micro‐dissected from specific regions within the glioblastoma, including well‐oxygenated ‘Microvascular Proliferation’ regions, as well as ‘Pseudopalisading Cells Around Necrosis,’ which are likely to be hypoxic (Ivy Glioblastoma Atlas Project; http://glioblastoma.alleninstitute.org/) [25]. A heatmap generated from the z‐scores of this data showed a high expression of known hypoxia‐inducible genes (*VEGFA*, *SLC2A1*, *CA9*, *BNIP3*, *BNIP3L*, and *LDHA*) in Pseudopalisading Cells Around Necrosis. In contrast, the expression of numerous genes from the GO Splicing pathway (GO:0008380) and the R‐loop interactome, whose promoters had decreased ATACseq signal in hypoxic conditions in our dataset, were downregulated at the mRNA level in human glioblastoma samples, emphasizing the clinical relevance of our ATACseq findings (Fig. 2A). 

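The *Ddx5* promoter peak lies on chromosome 11 of mm10 from 106788255 to 106789482 and has a GC content of 65.4%. Its fold rank was 53.4 ± 6.36 at 21% O2 and 61.3 ± 3.68 at <0.1% O2 (SD, n = 2), a rise of 7.84 percentile points that did not reach a call and ranged from 3.10 to 11.1 with each library left out in turn. The other values for single genes were chosen after seeing the data. With the trend of rank change with GC content subtracted the rise was 12.5, and with ranks within the whole list of each library it was 10.8. By -log10 q the change was -5.35, and by summit pileup the rank went from 97.0 ± 0.0771 (SD, n = 2) to 91.4 ± 0.992 (SD, n = 2), a change of -5.57 that was below 10 points and not called. The rank of its local background changed by -6.65. The direction at this promoter therefore depended on the value ranked, up by fold under each of these corrections and down by -log10 q and pileup. Both corrections raised the median promoter change too, from -2.52 to -0.523 with the GC trend subtracted and 0.102 within the whole list. A larger rise under them is therefore not separate evidence.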

One of the novel hypoxia‐repressed targets identified here in ATACseq analysis and confirmed with the IvyGAP dataset was *DDX5*, a RNA helicase that was recently reported as a crucial factor in resolving R‐loops (Fig. 2C and Fig. S3D) [15, 16, 17, 18, 19].

**Fig. 2:**
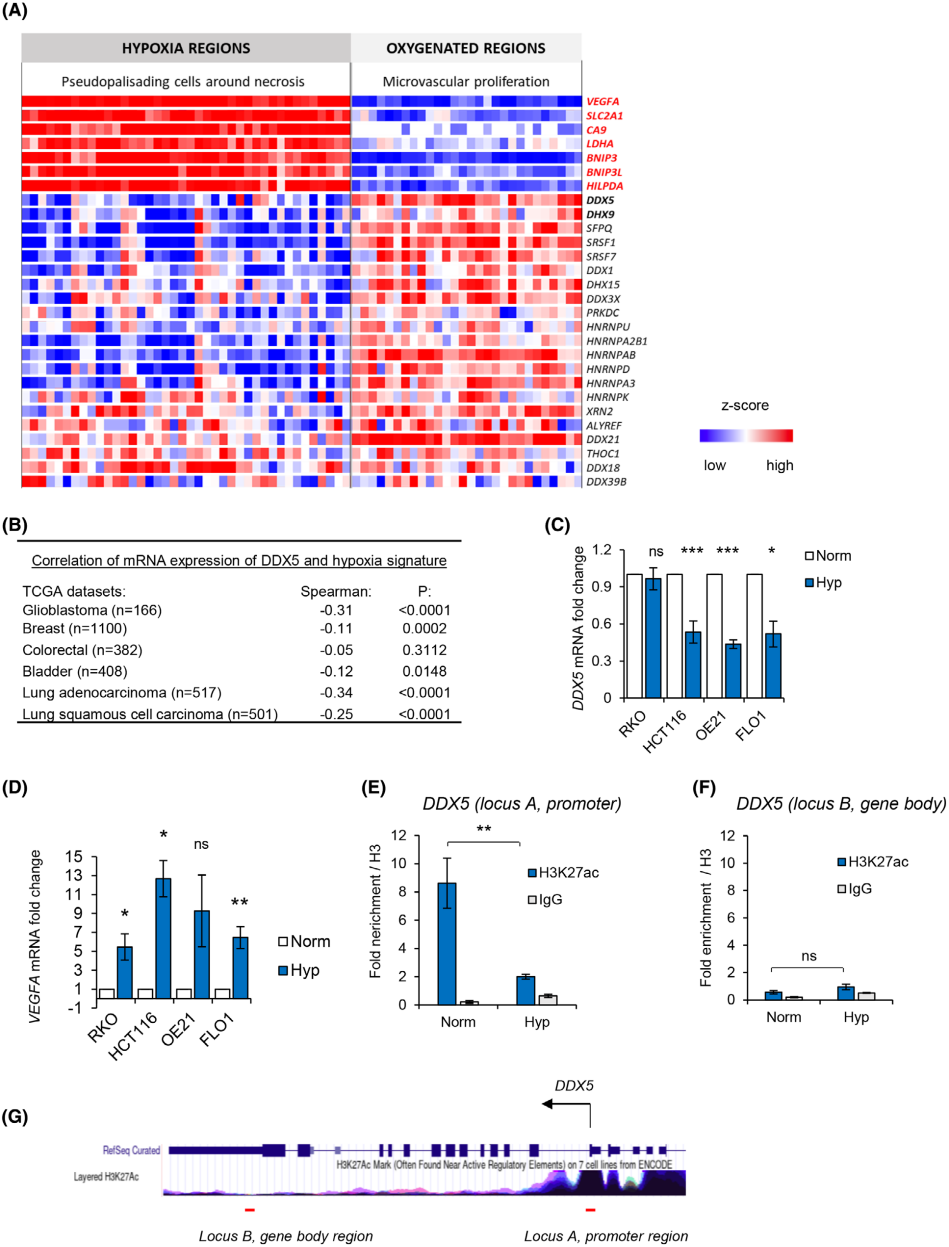
Loss of chromatin accessibility in hypoxia is mirrored by gene expression changes, including the loss of mRNA expression of *DDX5*. (A) A heatmap showing a z‐score expression of hypoxia markers as well as RNA processing factors in two anatomical regions of glioblastoma, including ‘microvascular proliferation’ region and ‘pseudopalisading cells around necrosis.’ Data was accessed via IvyGAP Glioblastoma project at http://glioblastoma.alleninstitute.org/ and selected genes are shown. Each column represents a separate sample for a given region and rows show expression of particular genes in these samples. (B) Expression of *DDX5* (mRNA) was correlated with the hypoxia metagene signature in the indicated TCGA cancer patient cohorts: breast invasive carcinoma, colorectal adenocarcinoma, glioblastoma, bladder urothelial carcinoma, lung adenocarcinoma, and lung squamous cell carcinoma. The numbers of patient samples are shown in brackets. Spearman's rank correlation coefficient and *P* values are shown for the Log10 median expression of *DDX5* and hypoxic signature. (C, D) The indicated cell lines were exposed to hypoxia (< 0.1% O_2_) for 18 h. Expression of *DDX5* (C) and *VEGFA* (D) was determined by qPCR and normalized to *18S*. Statistical significance was calculated with two‐tailed Student's *t*‐test for each cell line based on three biological replicates (*P < 0.05, **P < 0.01, ***P < 0.001, ns, nonsignificant). (E, F) HCT116 cells were exposed to 16 h of hypoxia (< 0.1% O_2_) followed by chromatin immunoprecipitation with H3, H3K27ac and IgG antibodies and qPCR analysis. Fold enrichment for H3K27ac and IgG normalized to total H3 enrichment is shown as mean ± standard deviation from three independent experiments. Statistical significance was calculated with two‐tailed Student's *t*‐test (**P < 0.01, ns, nonsignificant). (G) The *DDX5* locus taken from the UCSC genome browser (https://genome.ucsc.edu/) at the human GRCh37/hg19 genome assembly is shown with a track underneath showing the layered H3K27ac profile across the *DDX5* gene. Red lines underneath the track indicate the binding site of ChIP‐qPCR primers amplifying the promoter region (locus A) and gene body region (locus B) used in ChIP‐qPCR analysis in (E and F).

To explore potential links between DDX5 and hypoxia in cancer, we asked whether *DDX5* expression and a validated hypoxia signature correlated in TCGA cancer patient cohorts (glioblastoma, breast, colorectal, bladder, lung adenocarcinoma, and lung squamous cell carcinoma). We found a significant inverse correlation between *DDX5* mRNA and the hypoxic signature in five of the six tested datasets (Fig. 2B and Fig. S4). These findings suggest that DDX5 mRNA expression is repressed in hypoxic tumors. This association was further verified in cancer cell lines using qPCR. In three of the tested cell lines (HCT116, OE21, and FLO1), we observed significant repression of *DDX5* mRNA (~ 50% of the normoxic control) in contrast to the HIF‐1 target *VEGFA* which was induced in hypoxia (Fig. 2C,D). To test whether *DDX5* mRNA repression could be directly linked with chromatin accessibility changes at the *DDX5* promoter, we carried out ChIP‐qPCR for H3K27ac. H3K27ac, which labels active gene promoters and enhancers, was significantly enriched at the promoter region of *DDX5* in normoxic conditions. However, this enrichment was lost in response to hypoxia (Fig. 2E,G). In contrast, H3K27ac was not enriched in the *DDX5* gene body distal to the promoter, in normoxic or hypoxic conditions (Fig. 2F,G). Overall, these data support our ATACseq suggesting that *DDX5* expression might be repressed at the transcriptional level, via restriction of the accessible chromatin at the promoter of *DDX5* gene and loss of active chromatin marks, including H3K27ac.

Next, we asked whether changes in chromatin accessibility and mRNA expression of *DDX5* correlated with changes in protein expression. DDX5 protein was significantly decreased in cells exposed to hypoxia (< 0.1% O_2_) and was quickly reversed when oxygen was restored to normoxic levels reflecting the changes to the histone modification marks during hypoxia and reoxygenation (Fig. 3A and Fig. S1C). DHX9 was also included and found to decrease in response to hypoxia (Fig. 3A). As the HIF‐1 transcription factor is known to regulate chromatin in hypoxic conditions, we further investigated the oxygen‐dependency of DDX5 repression and possible HIF involvement, using a range of hypoxic conditions (< 0.1 or 2% O_2_) as well as the hypoxia mimetics CoCl_2_ and DFO [49]. Exposure to 2% O_2_, CoCl_2_ or DFO, had little or no effect on DDX5 expression, indicating that the repression of DDX5 is unlikely to be dependent on HIF‐mediated signaling (Fig. S5A,B). To confirm this hypothesis, RKO cells lacking HIF‐1α were exposed to hypoxia and the levels of DDX5 determined compared with the control cell line. As expected, DDX5 levels decreased in both cell lines demonstrating that this occurs independently of HIF‐1α stabilization (Fig. 3B,C). As DDX5 expression has not previously been linked to the response to hypoxia, we investigated its expression in a panel of human cell lines. In all the tested cancer cell lines, including lung, esophageal, colorectal, bladder, bone, and glioma cells, DDX5 protein was repressed in response to hypoxia (< 0.1% O_2_; Fig. 3D–I and Fig. S5C–E). Notably, a similar change occurred in noncancer MRC‐5 cells, indicating that the hypoxia‐mediated repression of DDX5 is not restricted to cancer cells (Fig. S5F).

**Fig. 3:**
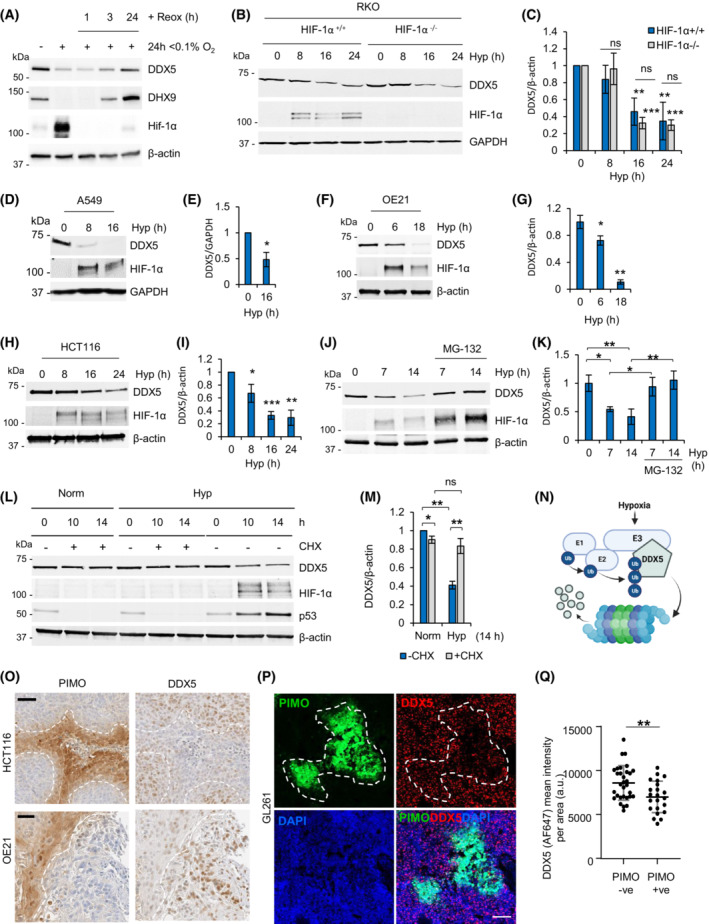
Hypoxia leads to the active repression of DDX5 protein. (A) GL261 cells were exposed to hypoxia (Hyp, 0.1% O_2_) for 24 h followed by reoxygenation (to 21% O_2_) for the indicated times following hypoxia. Western blotting was carried out for the antibodies shown (representative of three independent experiments). (B, C) RKO^HIF‐1α+/+^ and RKO^HIF‐1α−/−^ were exposed to hypoxia (< 0.1% O_2_) for the times indicated and subjected to western blotting with the antibodies shown (representative of at least three biological replicates). Densitometry is shown in part (C). (D–I) A549, OE21, and HCT116 cell lines were exposed to hypoxia (Hyp, 0.1% O_2_) for the times indicated followed by western blotting for DDX5 as well as HIF‐1α (hypoxic marker) and β‐actin (loading control). Representative blots from at least three independent experiments are shown. Densitometry for the biological replicates showing hypoxia‐dependent repression of DDX5 is shown. (J, K) HCT116 cells were exposed to hypoxia (Hyp, < 0.1% O_2_) and MG‐132 (5 μm) as indicated and western blotting was carried out with the antibodies shown. Densitometry for three biological replicates is shown in part (K). (L, M) HCT116 cells were treated with 25 μg·mL^−1^ cycloheximide (CHX) in hypoxic (Hyp, < 0.1% O_2_) or normoxic (Norm, 21% O_2_) conditions for the times indicated and analyzed with western blotting. Densitometry for three biological replicates is shown in part (M). (N) A scheme showing hypothesis of hypoxia‐inducible degradation of DDX5 via proteasome. The scheme was drawn with BioRender.com. (O) Sequential sections from HCT116 and OE21 tumor xenografts using the cell lines indicated (HCT116 or OE21) were stained for hypoxia with antipimonidazole hyoxyprobe‐1 (PIMO) and DDX5 antibodies. Nuclei were counterstained with hematoxylin Scale bar = 50 μm. The outline of PIMO‐positive (brown) staining is shown by the dashed white line. (P) PFA‐fixed GL261 tumor xenografts were sectioned and subjected to immunofluorescent staining for hypoxia (PIMO) and DDX5. Nuclei were counterstained with DAPI. Scale bar = 100 μm. The outline of PIMO‐positive (FITC) staining is shown by the dashed white line. (Q) Mean fluorescence intensity ± standard deviation of DDX5 signal (labeled with Alexa Fluor‐647) in GL261 tumors from part (P) was measured in hypoxic (PIMO +ve) and normoxic (PIMO −ve) image areas using zen2 software (Zeiss). A total of 22 hypoxic areas and 31 normoxic areas were analyzed and two‐tailed nonparametric Mann–Whitney test shows statistical significance (*P‐*value 0.007, **).

DDX5 is known to interact with its paralog DDX17 and depletion of DDX5 has been shown to upregulate DDX17 [14]. Therefore, we asked whether loss of DDX5 expression in hypoxia would lead to increased expression of DDX17. When we depleted *DDX5* using siRNA, the levels of DDX17 increased significantly in normoxic conditions confirming the compensatory relationship between DDX17 and DDX5 (Fig. S5G,H). However, in hypoxic conditions, where DDX5 is repressed, the expression of DDX17 did not change, indicating that this compensatory relationship does not occur when DDX5 is repressed by hypoxia. Together, these data suggest that DDX5 is repressed in an oxygen‐dependent manner, and this event does not result in increased expression of its paralog, DDX17.

Next, we tested the involvement of the proteasome pathway in the downregulation of DDX5 and confirmed that DDX5 protein was degraded via the proteasome in hypoxia by cotreating cells with a proteasome inhibitor, MG‐132 (Fig. 3J,K). We then went on to investigate the half‐life of the DDX5 protein in hypoxia and in normoxia and surprisingly, and found that blocking global protein translation with cycloheximide rescued DDX5 expression in hypoxia (Fig. 3L,M). Using emetine, as an alternative agent to block translation, we confirmed that hypoxia‐mediated downregulation of DDX5 could be reversed by blocking translation (Fig. S5I,J). These data suggest that active translation is required in hypoxic conditions to decrease the levels of DDX5 and led to the hypothesis that an E3 ligase induced in hypoxia could target DDX5 for proteasomal degradation (Fig. 3N). In support of this hypothesis, we observed a partial, but consistent, rescue of DDX5 repression in hypoxia in the presence of a neddylation inhibitor, MLN4924, indicating the potential involvement of an E3 ubiquitin ligase/s, from the Cullin‐RING type family (Fig. S5K).

Finally, we analyzed tumor xenografts (HCT116, OE‐21 and GL261) for both hypoxia (using pimonidazole) and DDX5 expression. In all three tumor types, an inverse correlation was observed between hypoxia (pimonidazole positive) and DDX5 expression, confirming that hypoxia represses DDX5 protein expression *in vivo* (Fig. 3O–Q). Together, these data suggest that expression of DDX5 is regulated at multiple levels, including the decreased accessibility of the chromatin at the promoter of *DDX5*, decreased *DDX5* mRNA, and enhanced protein degradation in hypoxia.

We hypothesized that the widespread repression of R‐loop‐related factors in hypoxia could in part explain the increase in R‐loops in hypoxic conditions [7]. We investigated whether rescuing DDX5 in hypoxia could reduce the accumulation of R‐loops in hypoxia with the obvious caveat that rescuing the expression of a single component of the R‐loop interactome could have little impact. However, as R‐loops are transcription dependent and DDX5 is a transcription cofactor, we first determined whether rescuing DDX5 in hypoxia increased this activity. To begin, we measured changes in global transcription using 5'EU incorporation in cells exposed to hypoxia (< 0.1% O_2_) with and without DDX5 overexpression. Rescuing DDX5 expression in hypoxia in both A549 and HCT116 cells had no impact on 5'EU incorporation (Fig. 4A,B and Fig. S5A–C). Furthermore, as DDX5 is a known cofactor of E2F1 and we have previously shown that some E2F target genes are repressed in hypoxia [50], we also overexpressed DDX5 in hypoxia and tested expression of known E2F target genes: MCM2, MCM4, MCM5, MCM6, MCM7, and CDC6. As expected, we observed a clear decrease in protein expression of these E2F target genes in hypoxia; however, levels were not rescued when DDX5 was restored in hypoxia (Fig. S5D). We then investigated the effect of restoring DDX5 expression in hypoxia on R‐loop accumulation. DDX5 was expressed in cells and exposed to hypoxia (< 0.1% O_2_), and used the catalytic‐dead mutant RNase H1^D210N^ to visualize R‐loops [51, 52]. In addition, we included a DDX5 helicase mutant (DDX5^NEAD^) and DHX9 as controls. Surprisingly, we found that rescuing DDX5 in hypoxia led to a significant accumulation of R‐loops and importantly that this was dependent on DDX5 helicase activity (Fig. 4C–E). In contrast, when we restored the expression of DHX9, R‐loop levels were significantly reduced both in normoxia and in hypoxia. To confirm this surprising finding, we verified the role of DDX5 in R‐loop accumulation in hypoxia in a second cell line, HCT116. Again, we found that when DDX5 expression was restored in cells exposed to hypoxia, the levels of R‐loops increased further (Fig. S5E–G). These data demonstrate that in hypoxic conditions, the restoration of DDX5‐mediated helicase activity increases R‐loop levels and that this is specific to the DDX5 helicase, as overexpression of DHX9 abrogated R‐loops. Increasing R‐loops in hypoxia would be predicted to lead to a further accumulation of replication stress [7]. To investigate this hypothesis, we determined the impact of rescuing DDX5 expression in hypoxia on the levels of RPA foci as a marker of replication stress. A significant increase in the number of RPA foci per cell was seen in hypoxic cells with overexpressed DDX5 (Fig. 4F,G). Overall, these data suggest that hypoxia‐mediated loss of DDX5 expression acts to restrict replication stress through decreased R‐loop accumulation.

**Fig. 4:**
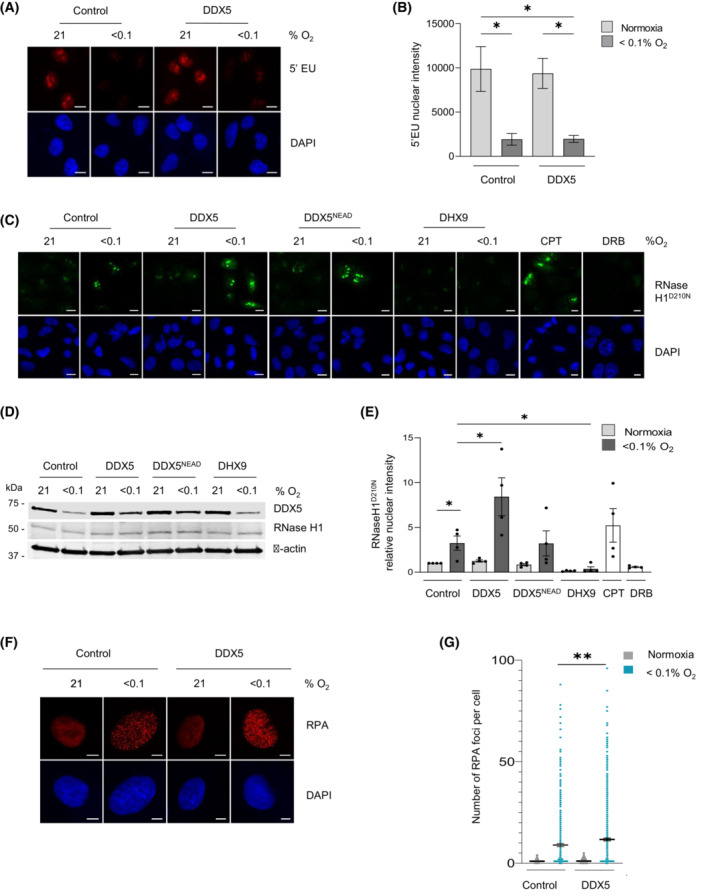
Rescuing DDX5 expression in hypoxia leads to accumulation of R‐loops. (A) A549 cells were transfected with myc‐tagged DDX5 or control vector and exposed to hypoxia (8 h) with 5'EU (0.5 mm) added for the final hour. Staining for 5'EU was then carried out. Representative images are shown (scale bar = 10 μm). 5'EU staining in red, DAPI (blue) shows the nucleus. (B) Nuclear Intensity of 5'EU staining from A was determined. Data represents the mean expression and SEM from three independent experiments. Statistical significance was calculated with an unpaired Student's *t*‐test for each indicated condition (*P < 0.05). (C) A549 cells were co‐transfected with RNase H1^D210N^ together with myc‐tagged DDX5, myc‐tagged DDX5^NEAD^, or with DHX9 and exposed to hypoxia for 18 h. CPT (10 μm, 20 min) or DRB (100 μm, 1 h) were used as a positive and negative controls for R‐loops, respectively. Representative images for R‐loop visualization with V5‐RNase H1^D210N^ fluorescence are shown (scale bar = 10 μm). V5 fluorescence is shown in green, DAPI (blue) shows the nucleus. (D) Western blot analysis confirms expression of DDX5 and RNase H1^D210N^ across conditions shown in part (C). (E) Quantification of fluorescent intensity from part (C). A minimum of 100 cells were included per condition. Data represent the mean expression and SEM from four independent experiments. Statistical significance was determined with an unpaired Student's *t*‐test for each indicated condition (*P < 0.05). (F) A549 cells were transfected as indicated and staining for RPA foci was then carried out. Representative images are shown (scale bar = 10 μm). RPA staining in red, DAPI (blue) shows the nucleus. (G) Quantification of the number of foci per cell in part (F) was determined. Data represents the mean expression and SEM from three independent experiments, each dot represents a cell and a minimum of 100 cells were imaged per treatment. Statistical significance was calculated with an unpaired Student's *t*‐test for each indicated condition (**P < 0.01).

## 4 Discussion

We demonstrate that many genes involved in R‐loop formation and resolution (the R‐loop interactome) are repressed in hypoxic conditions, with the notable exception of SETX. Our ATACseq analysis suggests that in most cases, the repression of the R‐loop interactome correlates with decreased chromatin accessibility, likely leading to reduced transcription. Changes in chromatin accessibility in hypoxia have been previously characterized in hypoxia‐induced cardiac damage, adaptation to high‐altitude, or cancer cell lines, and both chromatin condensation and increased open chromatin at various loci, including hypoxia‐responsive genes, were reported [49, 53, 54, 55]. While changes to chromatin in hypoxia have been largely attributed to changes in chromatin modifying enzymes, it is also likely that changes in transcription factor activity in these conditions may impact chromatin and ultimately accessibility/gene expression [56]. Recently, ATACseq was also used to demonstrate that the type I interferon pathway is downregulated in hypoxia and that this is dependent on decreased chromatin accessibility at genes with motifs for STAT1 and IRF3 [57]. Here, we found further pathways downregulated through this mechanism in hypoxia, including DNA repair, splicing, and the R‐loop interactome. It is plausible that the reduced expression of genes in all of these pathways contributes to R‐loop levels in hypoxia.

Evidence to support the hypothesis that the repression of these genes is part of the biological response to hypoxia as opposed to an energy saving measure comes from our finding that in the case of DDX5, multiple mechanisms exist in hypoxia to reduce expression. Our data suggest increased protein degradation in hypoxia via a hypoxia‐inducible E3 ubiquitin ligase, potentially as a means of quickly reducing DDX5 levels in addition to the loss of chromatin accessibility. In addition, the induction of *miR‐462* and *‐731* in hypoxia in a HIF‐dependent manner has been shown to repress DDX5 in zebrafish, further supporting our finding that multiple mechanisms exist to reduce DDX5 in hypoxia [58]. Surprisingly, whilst we predicted that loss of the R‐loop interactome contributed to R‐loop levels in hypoxia, we found that this was not a general response as rescuing DDX5 increased R‐loops whilst the opposite effect was detected when DHX9 was restored. Notably, our studies have focused on the global levels of R‐loops and do not address changes at specific genomic locations.

Why restoring DDX5 expression in hypoxia leads to further R‐loop accumulation above the level observed in hypoxia is unclear. Previous reports have all shown that expression of DDX5 leads to R‐loop resolution, that is, a decrease in R‐loop levels [15, 16, 17, 18, 19]. To our knowledge, expression of DDX5 in hypoxia is the first example of a context where DDX5 has been linked to R‐loop accumulation. One hypothesis is that this is related to the changes in splicing also observed in these conditions, as recruitment of the spliceosome onto nascent mRNA attenuates R‐loop formation [59]. In support of this, overexpression of DHX9 in the absence of key splicing factors has been shown to increase R‐loop accumulation [60]. However, when we restored DHX9 in hypoxia, we found an almost complete abrogation of R‐loops, although notably this also occurred in the normoxic samples, making the impact of DHX9 in hypoxia difficult to interpret.

A caveat of having chosen DDX5 as an exemplar for the R‐loop interactome is that DDX5 has numerous functions which are independent of R‐loops [12, 13, 14, 61, 62, 63]. For example, it is plausible that repression of DDX5 could be a part of the biological adaption to reduced oxygen levels as shRNA‐mediated depletion of DDX5 in lung cancer cells leads to reduced oxygen consumption through changes in mitochondrial respiration, oxidative phosphorylation, and reduced intracellular succinate [64]. Therefore, reduction of DDX5 expression in hypoxia may alter numerous alternative pathways, which in turn may also indirectly affect R‐loop levels, making the direct effect of DDX5 on R‐loop levels difficult to determine.

One of the aspects of DDX5 that intrigued us was the finding that is overexpressed or amplified in a wide range of cancers [65]. Initially, our finding that hypoxia leads to loss of DDX5 seemed contradictory to the finding that it is overexpressed in cancers. However, when considered together, this demonstrates that whilst hypoxic tumors express less DDX5, the levels are increased compared with normal tissues. This in turn suggests that the *DDX5* gene amplification in cancers could occur to compensate for the repressive effect of hypoxia on DDX5. Together, our data highlight the significant energy‐consuming processes a hypoxic cell employs to turn off the expression of specific genes such as DDX5 and, not surprisingly, that cancers circumvent this biological response.

## 5 Conclusions

In summary, the repressive impact of hypoxia on gene expression has been described and in particular with reference to genes involved in the DNA repair and splicing pathways. Here, we demonstrate that numerous genes included in the R‐loop interaction are also repressed in hypoxia and that this is likely due to increased chromatin compaction. We have focused on the RNA helicase, DDX5 and demonstrated that multiple mechanisms exist to reduce expression in hypoxia, the impact of which is decreased replication stress and R‐loop accumulation.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

KBL coconceived the project; conceived, designed, performed or supervised, interpreted the majority of the experiments; and wrote the manuscript. MD performed ATACseq experiments, analyses and validation; and contributed to the writing of the manuscript. HE performed R‐loop assays. J(utta)M performed qPCR analyses. EB contributed to the writing of the manuscript. AJG provided feedback and supervision. J(akub)M assisted with the ATACseq analyses and advised on the manuscript. BK advised on the manuscript and facilitated ATACseq experiments. EMH coconceived the project; conceived, designed, and interpreted the majority of the experiments; and wrote the manuscript. All authors commented on the manuscript.

## Supporting information

**Fig. S1.** Oxygen‐dependent changes in the chromatin accessibility. Click here for additional data file.

**Fig. S2.** ATACseq data analysis using alternative normalization methods. Click here for additional data file.

**Fig. S3.** Hypoxia‐dependent chromatin accessibility changes at R‐loop interacting factors. Click here for additional data file.

**Fig. S4.** Correlation between DDX5 expression and hypoxia metagene in TCGA cancer patient samples. Click here for additional data file.

**Fig. S5.** Hypoxia‐dependent DDX5 repression in multiple cell lines. Click here for additional data file.

**Fig. S6.** Effects of rescue of DDX5 expression in hypoxia on transcription and R‐loops in HCT116 cells. Click here for additional data file.

**Table S1.** ATACseq differential peak analysis. Click here for additional data file.

**Table S2.** ATACseq differential peak analysis of promoter regions. Click here for additional data file.

**Table S3.** ATACseq KEGG, GO, and REACTOME pathway analysis at promoters repressed under severe hypoxia. Click here for additional data file.

**Table S4.** ATACseq – spliceosome regulation in hypoxia. Click here for additional data file.

**Table S5.** ATACseq – R‐loop‐interactome. Click here for additional data file.

**Appendix S1.** Primer sequences. Click here for additional data file.

## Data Availability

The data that support the findings of this study (Figs [Link], [Link] and Tables [Link], [Link]) are available in the Supporting Information of this article. The ATACseq data that support the findings of this study are openly available in Gene Expression Omnibus repository at https://www.ncbi.nlm.nih.gov/geo, reference number GSE200757.

# Supplementary material for: Hypoxia‐mediated regulation of DDX5 through decreased chromatin accessibility and post‐translational targeting restricts R‐loop accumulation
**Source:** Mol Oncol. 2023 Apr 22;17(7):1173–91. doi: 10.1002/1878-0261.13431
**Supplement:** Supplementary file 12 — Appendix S1. Primer sequences.

**Hypoxia-mediated regulation of DDX5 through decreased chromatin accessibility and post-translational targeting restricts R-loop accumulation**

Katarzyna B. Leszczynska^1,2$^, Monika Dzwigonska^2^, Hala Estephan^1^, Jutta Moehlenbrink^1^, Elizabeth Bowler^1^, Amato J. Giaccia^1^, Jakub Mieczkowski^3^, Bozena Kaminska^2^ and Ester M. Hammond^1$^

**SUPPLEMENTARY INFORMATION**

Supplementary Figure legends Page 2

Supplementary Table legends Page 6

Primer sequences Page 7

siRNA sequences Page 8

**SUPPLMENTARY FIGURE LEGENDS**

**Supplementary Figure 1. Oxygen-dependent changes in the chromatin accessibility**

**A.** A representative image of immunofluorescent staining of GL261 mouse glioma xenografts showing a hypoxic area co-stained for pimonidazole (PIMO) and Glut-1. Scale bar = 20 µm.

**B.** GL261 cells were exposed to hypoxia (Hyp, 0.1% O_2_) for the times indicated and western blotting was carried out for the histone modifications indicated.

**C.** GL261 cells were exposed to hypoxia (Hyp, 0.1% O_2_) for 24 h followed by reoxygenation (to 21% O_2_) for the indicated times following hypoxia. Western blotting was carried out for the antibodies shown (representative of three independent experiments).

**D.** Percentage of increased (up) and decreased (down) ATACseq peaks for genomic annotations in cells treated with <0.1% O_2_ or 1% O_2_ hypoxia in relation to normoxic control.

**E, F.** Comparison of significantly increased **E** and decreased **F** ATACseq peaks at <0.1% O_2_ versus 1% O_2_ hypoxia at distinct genomic regions shown as a ratio of percentage of specific peaks.

**G.** Venn diagram showing the number of shared and distinct ATACseq peaks being repressed at the promoters in GL261 cells treated either with 1% or <0.1% O_2_.

**Supplementary Figure 2. ATACseq data analysis using alternative normalization methods**

**A.** Volcano plots showing differentially altered ATACseq peaks in 1% O_2_ (left graph) or <0.1% O_2_ (right graph) versus 21% O_2_ generated with the R csaw tool using predefined MACS2 peak sets with TMM-based normalization method [ref 37]. Statistically significant peaks were defined for FDR < 0.05 and |log2 fold change| ≥ 0.6.

**B.** Volcano plots showing differentially altered ATACseq peaks in 1% O_2_ (left graph) or <0.1% O_2_ (right graph) versus 21% O_2_ generated with the R csaw tool using predefined MACS2 peak sets with non-linear loess-based normalization method [ref 37]. Statistically significant peaks were defined for FDR < 0.05 and |log2 fold change| ≥ 0.6.

**C, D.** Percentage of increased (up) and decreased (down) ATACseq peaks for genomic annotations in cells treated with <0.1% O_2_ or 1% O_2_ hypoxia in relation to normoxic control based on the csaw-TMM (**C**) and csaw-loess (**D**) normalization methods from (A) and (B).

**E.** A density plot of differential fold change (FC) (log2 value) of ATACseq peaks at <0.1% O_2_ in relation to 21% O_2_ for the three different normalization approaches used, including DEseq2 (black line), csaw-TMM (navy blue line) and csaw-loess (red line). For the csaw-loess normalization method, the log2FC values are the smallest (for decreased ATACseq peaks) compared to other methods, which is reflected by the smaller number of genes falling within the significance threshold set for repressed promoters of genes from the RNA Splicing pathway (GO:0008380).

**F.** A heatmap showing selected genes from RNA Splicing Pathway (GO:0008380) with decreased ATACseq signals within their promotor region at <0.1% O_2_ in relation to 21% O_2_ for three different normalization approach (deseq2 – default normalization, csaw – tmm normalization, csaw – loess normalization). Significantly decreased region was defined as FDR < 0.05 and |log2 fold change| ≥ 0.6).

**Supplementary Figure 3. Hypoxia-dependent chromatin accessibility changes at R-loop interacting factors**

**A.** Volcano plot from Fig. 1H highlighting repressed promoters in R-loop-interacting helicases at severe hypoxia (<0.1% O_2_). The graph showing genes with significantly increased and decreased ATACseq signals within their promoter regions at <0.1% O_2_ in relation to 21% O_2_ with green dots representing all significantly regulated peaks (FDR < 0.05 and |log2 fold change| ≥ 0.6). The dots marked in black highlight the top R-loop-interacting factors shortlisted from [ref 48].

**B-D.** ATACseq peak profiles (from Integrative Genomics Viewer, IGV) showing repressed chromatin at the promoters of *Dhx9* (**B**)*, Setx* (**C**) *and Ddx5* (**D**) in GL261 cells.

**Supplementary Figure 4. Correlation of DDX5 expression and hypoxia metagene in TCGA cancer patient samples**

**A-F.** Dot plots showing correlation of expression of DDX5 mRNA with hypoxia metagene signature from Buffa et al., in the indicated TCGA cancer patient cohorts: **A** Glioblastoma, **B** Breast invasive carcinoma, **C** Bladder urothelial carcinoma, **D** Colorectal adenocarcinoma, **E** Lung adenocarcinoma and **F** squamous cell carcinoma [ref 24]. Spearman's rank correlation coefficient and P values are shown for the Log10 median expression of DDX5 and hypoxic signature.

**Supplementary Figure 5. Hypoxia-dependent DDX5 repression in multiple cell lines**

**A.** HCT116 cells were exposed to the hypoxic conditions indicated, or hypoxia mimetics CoCl_2_ (150 μM) or DFO (100 μM) for the times indicated. Western blotting was then carried out using the antibodies shown.

**B.** U87 cells were exposed to hypoxia (1% or <0.1% O2) for the times indicated followed by western blotting for DDX5 as well as HIF-1α hypoxic marker and β-actin (loading control).

**C-F.** H1299 **(C)**, RT112 **(D)**, U2OS **(E)** and MRC-5 **(F)** cells were exposed to hypoxia (Hyp, <0.1% O_2_) for the times indicated followed by western blotting for DDX5 as well as HIF-1α hypoxic marker and β-actin (loading control).

**G, H.** HCT116 or RKO cells were transfected with siRNA duplexes against DDX5, DDX17 or DDX5/DDX17 and 48 h later subjected to 16 h of hypoxia (<0.1% O_2_). Control siRNA (Scr) or no siRNA (Mock) were used as controls. Western blotting was carried out with the antibodies as indicated.

**I, J.** HCT116 cells were treated with emetine (20 µM) in hypoxic (Hyp, <0.1% O_2_) or normoxic (Norm, 21% O_2_) conditions for the times indicated and analyzed with western blotting. Densitometry is shown in **J**.

**K.** HCT116 cells were exposed to hypoxia in the presence of a neddylation inhibitor, MLN4924 (2 µM), as indicated, and western blotting carried out. A representative blot of three independent experiments is shown with densitometry underneath.

**Supplementary Figure 6. The effects of rescue of DDX5 expression in hypoxia on transcription and R-loops in HCT116 cells**

**A.** HCT116 cells were transfected with mycDDX5 or myc-tag control vector and western blotting was carried out with the indicated antibodies.

B. HCT116 cells transfected in A were exposed to hypoxia (8 h) with 5’EU (0.5 mM) added for the final hour. Staining for 5’EU was then carried out. Representative images are shown (scale bar = 10 μm). 5’EU staining in red, DAPI (blue) shows the nucleus.

**C**. Nuclear Intensity of 5’EU staining in B was determined. Data represents the mean expression and SEM from three independent experiments. Statistical significance was calculated with an unpaired student t-test for each indicated condition (* p<0.05).

**D.** HCT116 cells were transfected with myc control or myc-DDX5 and 24 h later exposed to hypoxia (<0.1% O_2_). Western blotting was carried out with the antibodies indicated.

**E.** HCT116 cells were co-transfected with myc-tagged DDX5 and DHX9 together with V5-RNase H1^D210N^ and exposed to hypoxia (18 h), followed by western blotting for the indicated antibodies

**F.** HCT116 cells were transfected as in part E and V5 fluorescence was analyzed. Representative images are shown (scale bar = 10 μm). V5 fluorescence is shown in green, DAPI (blue) shows the nucleus.

**G**. Nuclear fluorescence intensity of V5 (R-loops) was determined. Data represents the mean expression and SEM from four independent experiments. Statistical significance was calculated with an unpaired student t-test for each indicated condition (* *p*<0.05).

**SUPPLEMENTARY TABLE LEGENDS**

**Supplementary Table 1. ATACseq differential peak analysis**

Differential ATACseq peak analysis in GL261 cell exposed to 16 h of hypoxic conditions: 1% O_2_ and <0.1% O_2_, in relation to normoxic control (21% O_2_). Separate tabs show increased or decreased peaks at each hypoxic condition, accordingly. Fold change and p values were calculated with DESeq2 tool. Only statistically significantly changed peaks are included in the table. The peaks were annotated to genomic features with ChIPseeker.

**Supplementary Table 2. ATACseq differential peak analysis of promoter regions**

Differentially regulated ATACseq peaks in GL261 cells at promoter regions are shown and were generated as in Supplementary Table 1. In order to include assignment of peaks to multiple gene promoters the BiomaRt R package was used, as described in methods.

**Supplementary Table 3. ATACseq KEGG, GO and REACTOME pathway analysis at promoters repressed under severe hypoxia**

KEGG, GO and REACTOME pathways with significantly decreased ATACseq peaks at gene promoters identified in Supplementary Table 2 in response to <0.1% O_2_ hypoxia treatment.

**Supplementary Table 4. ATACseq - spliceosome regulation in hypoxia**

KEGG, GO and REACTOME results showing downregulation of ATACseq peaks at the promoters of spliceosome pathways at <0.1% O_2_ and 1% O_2_. The analysis shows smaller amount of spliceosome genes having repressed ATACseq peaks at 1% O_2_ in comparison to 0.1% O_2_, hence the analysis of the whole pathways with KEGG, GO and REACOTME shows statistically insignificant change in the whole pathway at 1% O_2_. However, some of the genes from the spliceosome pathways were still significantly repressed at 1% O_2_, although with the smaller fold change than in <0.1% O2, and these are also shown in the tabs for the regulation under 1% O_2_.

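The 41 genes that Table S4 lists for the GO splicing term at 1% O2 had 42 ranked promoter peaks. Their median rank change was -4.72 percentile points at 1% O2, within the -5.65 to 2.24 of matched random promoter lists, and -9.05 at <0.1% O2, also within the -9.65 to 1.08 of such lists. By summit pileup the median at <0.1% O2 was -21.8, below the -10.3 to -0.662 of random lists, and 41 fell. The study chose these genes from the same libraries.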

**Supplementary Table 5. ATACseq - R-loop-interactome**

ATACseq peaks significantly decreased at promoter regions of R-loop associated helicases in GL261 cells exposed to <0.1% O_2_ in relation to normoxic control (candidate helicases shortlisted from ^2^).

**PRIMER SEQUENCES**

**Human gene primers**

18S F: GCCCGAAGCGTTTACTTTGA

18S R: TCCATTATTCCTAGCTGCGGTATC

DDX5 F: GTGTCATCGGTGTCCTTCCT

DDX5 R: TAGAAAAGCGTGCGACAAGT

VEGF F: CTACCTCCACCATGCCAAGT

VEGF R: CTCGATTGGATGGCAGTAGC

**Mouse gene primers**

Srsf1 F: GTGGTTGTCTCTGGACTGCC

Srsf1 R: GTTGCTTCTGCTACGGCTTC

Sfpq F: TGTCGGTTGTTTGTGGGGAA

Sfpq r: GTGTGTGGCAAATCGAACCC

Alyref2 F: GTTTTCCTGGGTGCTGTTGTG

Alyref2 R: GTCATGTGTTCTGTCCATAAAAGT

Hnrnpu F: ACAACAGAGGTGGAATGCCC

Hnrnpu R: CCCTGCTGCCACTGATTGTA

Hnrnpk F: GTGCTGCCCTCACTCTACTG

Hnrnpk R: AGGTTGTGCACGTCCTTTGA

Srsf7 F: GATTGCAGGCAGAGGAGGTT

Srsf7 R: GTTTCTCCTCCATACCGCCC

Thoc1 F: CATTCTATTCTGCTGGCAAAAATTAT

Thoc1 R: AAAGAGTTGAATTCTTCCACAGAAAAC

Dhx9 F: ATACTTCCACGCCCTCATGC

Dhx9 R: AAGCCAAAACCACATCACGC

Dhx15 F: AGCAGCAATTCGGACAGTGA

Dhx15 R: CTGCTGGGGTGGAAGTGTAG

Ddx1 F: GGTGTCGACTGGAAAGCTCA

Ddx1 R: ATCTGGTTGTGCATCCGGTT

Vegfa F: GTCCGATTGAGACCCTGGTG

Vegfa R: GCTGGCTTTGGTGAGGTTTG

Glut1 F: ATCCCATCCACCACACTCAC

Glut1 R: GAGAAGCCCATAAGCACAGC

Rn18s F: CGGACATCTAAGGGCATCACA

Rn18s R: AACGAACGAGACTCTGGCATG

**SIRNA SEQUENCES**

siDDX5: AACUCUAAUGUGGAGUGCGAC

siDDX17: AACAAGGGUACCGCCUAUACC

siDDX5/17: GGCUAGAUGUGGAAGAUGU

How the deposited data were processed for this re-analysis (not part of the article)

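ATACseq was measured in GL261 cells after 16 h at 21%, 1% or <0.1% O2, with 2 libraries per condition. The authors aligned reads to mm10, called peaks per library with MACS2 2.1.1.2 and removed blacklisted regions. The deposited lists give, for each peak, the fold (a ratio over local background), and the -log10 p-value and -log10 q-value as the authors' peak caller wrote them. The replicates were not pooled before peak calling. All chromosomes in the lists lay within the lengths of GRCm38.p6, the assembly used for GC content, and start sites came from GENCODE M21.

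From the lists, the summit pileup and background of each peak were recovered from the authors' fold and p-value, and the smallest background was read as the genome coverage, from 2.16 to 3.35. Consensus peaks were built after the paper's methods, from stretches over 200 bp shared by both replicates and merged across conditions. For each library the highest fold on a consensus peak was turned into a percentile rank among the peaks present in all 6 libraries, and the change is the mean of the 2 hypoxic ranks less that of the 2 normoxic ranks. With 2 libraries against 2 an exact permutation test cannot go below 0.33, so no p-value per peak is given. Shares of peaks have exact binomial 95% intervals, which cover counting only. Gene lists were set against 10000 random promoter lists matched on mean rank. The overlap between hypoxia levels was set against 100 simulated draws of unchanged groups that share the normoxic libraries. Their noise was drawn peak by peak from the replicate differences. The rule for the calls was tested on simulated data.

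The genes named are those the paper names for its ATACseq data, *Slc2a1*, *Vegfa* and *Ddx17*, and the 5 promoter peaks with the largest fall and the 5 with the largest rise at <0.1% O2 among those called. Alternatives covered the overlap that counts as shared, the peak threshold, equal list lengths, the chromosomes, each replicate left out, the promoter window, the value and peaks ranked, the size of change called, a replicate block and a GC correction. Ranks of the summit pileup and joining conditions by overlaps of at least 200 bp were added after seeing the data, as were the GC correction of gene lists and all alternatives for single genes and for the overlap of the levels. The other alternatives named here were set before the data were examined. Where an Entrez identifier of the Reactome lists matched several genes, the one with the symbol given by RefSeq was kept. The result of 1 gene that the paper names is not reported here. Truncated supplementary tables, and the test of read counts, were left out. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and samtools 1.23.1 were used.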

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

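The comparisons with summit pileup ranks were chosen only after the results were seen.

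The promoter peaks of *Dhx9*, *Dhx15*, *Hnrnpu* and *Ddx17* moved in opposite directions at the 2 hypoxia levels by fold rank, with both 1% O2 libraries above and both <0.1% O2 libraries below the normoxic ones. At <0.1% O2 the changes were -11.9, -6.26, -8.27 and -7.53 percentile points. With each library left out in turn they ranged from -16.2 to -7.16 for *Dhx9*, -7.32 to -5.03 for *Dhx15*, -10.3 to -6.03 for *Hnrnpu* and -10.1 to -4.70 for *Ddx17*. With the GC trend subtracted, also applied to single genes after the results were seen, they shrank to -8.17, -3.09, -3.68 and -2.84. The difference between the levels was not tested. By summit pileup the changes at 1% O2 were -7.10, 1.62, -3.62 and 1.38, so the opposite move of *Dhx9* and *Hnrnpu* was seen by fold only, while *Dhx15* kept opposite signs. *Ddx17* did too, but its 1.38 lay within the replicate spread (SD 4.57 at 21% O2 and 2.03 at 1% O2, n = 2) and shows no direction. A biological difference between the levels stays open and untested.

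The 5 largest rises at <0.1% O2 were at promoters that the paper does not discuss, annotated to *n-R5s213* (71.0), *Mir7043* (62.4), *Gm20468* (61.3), *Slc16a3* (61.1) and *Paqr5* (57.5 percentile points), and both hypoxic libraries exceeded both normoxic ones. By summit pileup they changed by 38.2, 30.3, 59.5, 52.5 and 26.4. They were picked as the extremes of 12959 peaks, which favours large values. No biological explanation was tested.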

How the results depend on the processing

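Ranks of the summit pileup, joining by overlaps of at least 200 bp, the GC correction of gene lists, and the alternatives for peaks lower at both levels or at one level only and for single genes were chosen after seeing the data. With only overlaps over 500 bp counted as shared, there were 26238 consensus peaks, 18747 peaks detected in all conditions, 1586 peaks specific to 1% O2, 1488 peaks specific to <0.1% O2, 378 peaks gained at 1% O2, 34 peaks lost at 1% O2, 431 peaks gained at <0.1% O2 and 67 peaks lost at <0.1% O2. With peaks of a -log10 q of at least 10, there were 484 peaks specific to 21% O2, 273 peaks lost at 1% O2 and a promoter share of peaks lost at <0.1% O2 of 38.2%. The same choice gave a median rank change of other peaks at 1% O2 of -0.355 percentile points and a median rank change of other peaks at <0.1% O2 of 2.02 percentile points. With the same number of top peaks in every library, there were 2272 peaks specific to 21% O2, 1298 peaks specific to 1% O2, 1674 peaks specific to <0.1% O2, 1970 peaks gained at 1% O2, a promoter share of peaks gained at 1% O2 of 12.9%, 1672 peaks lost at 1% O2, 2303 peaks gained at <0.1% O2, a promoter share of peaks gained at <0.1% O2 of 11.6% and 1982 peaks lost at <0.1% O2. With promoters taken as 1000 bp around the start site, there were a promoter share of peaks gained at 1% O2 of 9.46%, a promoter share of peaks lost at 1% O2 of 11.7%, a promoter share of peaks gained at <0.1% O2 of 7.13% and a promoter share of peaks lost at <0.1% O2 of 24.5%. The same choice gave a median rank change of promoter peaks at <0.1% O2 of -3.05 percentile points. With promoters taken as 500 bp, there were a promoter share of peaks gained at 1% O2 of 6.54%, a promoter share of peaks lost at 1% O2 of 8.01%, a promoter share of peaks gained at <0.1% O2 of 4.35% and a promoter share of peaks lost at <0.1% O2 of 19.7%. The same choice gave a median rank change of promoter peaks at <0.1% O2 of -3.30 percentile points. With -log10 q ranked, there was 415 promoter peaks lower in rank at 1% O2 only. The same choice gave a median rank change of promoter peaks at 1% O2 of -0.353 percentile points, a median rank change of other peaks at 1% O2 of 0.158 percentile points, a median rank change of promoter peaks at <0.1% O2 of -3.81 percentile points, a median rank change of other peaks at <0.1% O2 of 3.15 percentile points, a median rank change of Table S4 splicing promoters at <0.1% O2 of -16.6 percentile points, a median rank change of Table S5 R-loop promoters at <0.1% O2 of -14.2 percentile points, a median rank change of Reactome DNA repair promoters at <0.1% O2 of -15.8 percentile points, a rank change of Ddx5 at <0.1% O2 of -5.35, a rank change of Prkdc at <0.1% O2 of -3.05, a rank change of Alyref2 at <0.1% O2 of -8.66 and a rank change of Hnrnpk at <0.1% O2 of -12.4. With ranks within the whole list of each library, there were 855 promoter peaks lower in rank at 1% O2, 2511 promoter peaks higher in rank at 1% O2, 2249 promoter peaks lower in rank at <0.1% O2, 577 promoter peaks lower in rank at both levels and 278 promoter peaks lower in rank at 1% O2 only. The same choice gave a median rank change of promoter peaks at 1% O2 of 2.16 percentile points, a median rank change of other peaks at 1% O2 of 4.12 percentile points, a median rank change of promoter peaks at <0.1% O2 of 0.102 percentile points, a median rank change of other peaks at <0.1% O2 of 5.43 percentile points, a median rank change of Table S4 splicing promoters at <0.1% O2 of -3.45 percentile points, a median rank change of Table S5 R-loop promoters at <0.1% O2 of -1.98 percentile points and a median rank change of Reactome DNA repair promoters at <0.1% O2 of -2.91 percentile points. With a step of 5 percentile points, there were 1054 promoter peaks lower in rank at 1% O2 only. With a step of 20 percentile points, there were 572 promoter peaks lower in rank at 1% O2, 495 promoter peaks higher in rank at 1% O2, 1608 promoter peaks lower in rank at <0.1% O2, 510 promoter peaks higher in rank at <0.1% O2, 390 promoter peaks lower in rank at both levels, 182 promoter peaks lower in rank at 1% O2 only and 1218 promoter peaks lower in rank at <0.1% O2 only. With the change required within both replicate numbers (replicate block), there were 1198 promoter peaks lower in rank at 1% O2, 898 promoter peaks higher in rank at 1% O2, 955 promoter peaks higher in rank at <0.1% O2, 735 promoter peaks lower in rank at both levels and 463 promoter peaks lower in rank at 1% O2 only. With the GC trend subtracted, there was a median rank change of promoter peaks at 1% O2 of -0.399 percentile points, a median rank change of other peaks at 1% O2 of 0.607 percentile points, a median rank change of promoter peaks at <0.1% O2 of -0.523 percentile points, a median rank change of other peaks at <0.1% O2 of 0.532 percentile points, a median rank change of Table S4 splicing promoters at <0.1% O2 of -4.81 percentile points and a median rank change of Reactome DNA repair promoters at <0.1% O2 of -5.26 percentile points. With the summit pileup ranked, there was 338 promoter peaks lower in rank at 1% O2 only. The same choice gave a median rank change of promoter peaks at 1% O2 of -0.396 percentile points, a median rank change of other peaks at 1% O2 of 0.215 percentile points, a median rank change of promoter peaks at <0.1% O2 of -3.86 percentile points, a median rank change of other peaks at <0.1% O2 of 2.95 percentile points, a median rank change of Table S4 splicing promoters at <0.1% O2 of -18.3 percentile points, a median rank change of Table S5 R-loop promoters at <0.1% O2 of -15.7 percentile points, a median rank change of Reactome DNA repair promoters at <0.1% O2 of -16.3 percentile points, a rank change of Ddx5 at <0.1% O2 of -5.57, a rank change of Prkdc at <0.1% O2 of -6.88, a rank change of Alyref2 at <0.1% O2 of -8.79 and a rank change of Hnrnpk at <0.1% O2 of -19.4.

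The median rank changes of the Table S4, Table S5 and Reactome repair promoters at <0.1% O2 stayed negative under the alternatives run for them, which were -log10 q, summit pileup and whole-list ranks, the GC trend subtracted and each library left out. With the GC trend subtracted, the Table S4 and Reactome medians lay below random lists treated alike, whose central 95% began at -3.86 and -2.75, and the Table S5 median of -4.44 lay within the -11.5 to 6.79 of its own. Promoter peaks lower in rank at <0.1% O2 outnumbered those higher under every alternative run for these counts, which left out the overlap that counts as shared and equal list lengths, most narrowly with ranks within the whole list, at 2249 against 2173. The fold rank of Alyref2 was 1.67 at 21% O2, too low for a fall to be seen, so its change of sign with -log10 q or summit pileup ranked sets a fall against a measure that could not show one.

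Across the 6 fits that each left out one replicate, the ranges were 472 to 2875 for the number of peaks specific to 21% O2, 409 to 1711 for the number of peaks lost at 1% O2, 598 to 2191 for the number of peaks lost at <0.1% O2, 22.1 to 30.4% for the promoter share of peaks lost at <0.1% O2, 4287 to 7782 for the number of peaks gained at 1% O2, 4090 to 8907 for the number of peaks gained at <0.1% O2, -1.45 to -0.700 percentile points for the median rank change of promoter peaks at 1% O2, -0.367 to 0.00430 percentile points for the median rank change of other peaks at 1% O2, 1.86 to 2.13 percentile points for the median rank change of other peaks at <0.1% O2, 1662 to 6850 for the number of peaks specific to 1% O2, 1611 to 7290 for the number of peaks specific to <0.1% O2, 629 to 1079 for the promoter peaks lower in rank at 1% O2 only, -2.99 to -1.99 percentile points for the median rank change of promoter peaks at <0.1% O2, -7.08 to -5.56 percentile points for the median rank change of Reactome DNA repair promoters at <0.1% O2, -11.0 to -5.69 percentile points for the median rank change of Table S5 R-loop promoters at <0.1% O2.

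Replicate numbers did not pair the samples: the deviations of same-numbered libraries correlated at -0.0498, -0.0411 and 0.0296 across peaks. Under the replicate block, 2371 promoter peaks were lower at <0.1% O2. In all, 283 recomputed values of the main results stayed within their limits, 105 moved beyond them and 7 reversed in sign. The causes of these changes were not tested. The smaller counts with an overlap over 500 bp, a -log10 q of at least 10 or a step of 20 points follow from fewer peaks passing. Ranked within the whole list, the medians of promoter and other peaks all moved upward and the promoter medians turned positive, while promoter peaks still lay below other peaks at both levels. With a replicate left out, presence or absence in that condition is read from 1 library, so the numbers of peaks gained, lost and specific to a condition shift by construction and do not show that a single library decided them.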

Differences from the paper's values

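In the main setting, none of the paper's shares of peaks detected in all conditions or specific to 1 condition differed from the values here by more than 1.5 times. Some shares passed that limit under alternatives. With the same number of top peaks in every library, those specific to 21% and 1% O2 were 6.46 and 3.69%. With a -log10 q of at least 10, the share specific to 21% O2 was 1.30%. Shares specific to a condition also passed it with single libraries left out. In the main setting the number of consensus peaks was 41308, somewhat below the paper's. Joining conditions only by overlaps of at least 200 bp, an alternative chosen after seeing the values, gave 41735, and counting overlaps over 100 bp as shared, set before the data were examined, gave 41721, both close to the paper's number. The paper's methods give a minimum overlap of 200 for its Venn diagram of conditions, a setting that the main values here did not use for joining conditions. The shares of peaks detected in all conditions and specific to 21%, 1% and <0.1% O2 were 67.3, 2.27, 8.25 and 6.61% with conditions joined by at least 200 bp, the choice made after seeing the values, against the paper's 67.3, 2.25, 8.23 and 6.6%, 68.3, 1.86, 7.66 and 6.10% without that choice, and 68.1, 1.86, 7.78 and 6.07% with overlaps over 100 bp, so the first of these came closest to all of the paper's shares.

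The paper reports reduced accessibility at the promoters of all genes of Table S5, from a DESeq2 test of read counts. The fold rank is a different measure, a ratio over local background set against other peaks. A differing direction does not by itself contradict that test. By fold rank, 9 of the 12 fell, and 8 with the GC trend subtracted or with ranks within the whole list, where *Srsf1* rose by 1.13 and 3.63. All 12 fell by -log10 q or summit pileup. *Ddx5* rose by 7.84, *Prkdc* by 11.0 and *Ddx39b* by 0.582 percentile points. Without the second normoxic replicate *Prkdc* rose by 9.50 and *Ddx39b* changed by -4.20, and without the second <0.1% O2 replicate *Prkdc* rose by 8.85. Ranked by -log10 q, which was applied to single genes only after seeing the values, *Ddx5* changed by -5.35, *Prkdc* by -3.05 and *Ddx39b* by -11.1. By summit pileup, also chosen after seeing the values, *Ddx5* changed by -5.57, *Prkdc* by -6.88 and *Ddx39b* by -13.0. The paper also names *Sfpq*, *Hnrnpk* and *Srsf7* among repressed splicing factors. By fold rank they changed by 39.0, 16.8 and 0.402. Without the second normoxic replicate *Hnrnpk* rose by 9.41 and *Srsf7* changed by -2.24, and without the second <0.1% O2 replicate *Srsf7* changed by -2.03. By summit pileup *Hnrnpk* and *Srsf7* were called lower, at -19.4 and -15.6, and *Sfpq* still rose, by 6.22. By -log10 q the changes were -12.4 for *Hnrnpk*, -13.1 for *Srsf7* and 14.0 for *Sfpq*. With the GC trend subtracted, or with ranks within the whole list, *Ddx5*, *Prkdc*, *Ddx39b* and these splicing factors all rose, *Ddx5* by 12.5 and 10.8. Both choices also raised the median change of all promoter peaks.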

Other observations

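The tests within bins of equal GC content, of the difference between the hypoxia levels in medians and in numbers of peaks, of the local background, of peaks with a fold of at least 8, and of mean numbers of peaks against replicate differences were chosen only after the results were seen.

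Hypoxic libraries had more peaks and were deeper. Depth as the whole cause was tested by thinning every library to the coverage of the shallowest. The hypoxic library with fewest peaks then kept 38399, against 36031 in the normoxic library with most, a gap of 2368 that is smaller than the 3025 between the normoxic replicates. The means of the hypoxic and normoxic libraries still differed by 6494, more than any pair of replicates (3778 at most). After thinning, gained peaks exceeded lost peaks by 3698 at 1% O2 and 3074 at <0.1% O2, which follows from the longer hypoxic lists and is no evidence on depth beyond their length. The thinning was a single random draw at the listed summits and cannot add peaks that are not listed. Peaks with a fold of at least 8 numbered at least 21386 in the hypoxic libraries, and 17790 and 21321 in the normoxic ones. After thinning, the smallest hypoxic number was 19479 and the larger normoxic one 20830, and the means differed by 3188 where the normoxic replicates differed by 3040, so these counts do not decide the question. For all listed peaks the difference in means argues against depth as the whole cause, while a part of it stays open.

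Promoter peaks fell against other peaks at <0.1% O2. The difference was -4.23 percentile points with pileups thinned to equal coverage and -6.45 among peaks of like mean rank, both beyond the replicate spread of 1.11, which argues against depth and peak strength as the whole cause. Correction for GC content moved it more. Promoter peaks had a median GC content of 59.5% and other peaks 48.7%. The GC trend was fitted over all ranked peaks, promoter peaks included, so subtracting it can also remove part of a promoter fall. With it subtracted the difference shrank from -4.44 to -1.05. That is beyond the replicate spread of the corrected ranks, 0.209, but within the spread of the uncorrected ranks, with which it was first compared, so the reading turned on that choice, and the corrected spread was taken, after the result was seen, because both values are then on 1 scale. Within GC bins the difference was -3.32. In wider bins, promoter peaks lay below other peaks between 45 and 65% GC. At 40 to 45% they lay above (2.27 against 1.61). At 65 to 70%, with only 85 other peaks, both kinds moved nearly alike (-4.02 against -3.87). GC content as the whole cause is therefore argued against, and as a part of it stays open. Whether the fall is larger at <0.1% O2 than at 1% O2 beyond GC content cannot be told apart from a GC effect: the levels differed by -1.52 within GC bins and not after subtracting the trend. With the trend subtracted, the number of promoter peaks lower at <0.1% O2 only still exceeded the number lower at 1% O2 only, 1605 against 735. Promoter peaks higher in rank were also more at <0.1% O2 (2037 against 1685). The difference was not tested with the trend subtracted, and an exact permutation test of 2 libraries against 2 cannot go below 0.33.

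Fold ranks changed less than pileup ranks at the Table S4 splicing promoters. The rank of the local background at these promoters changed by a median of -15.6, outside the -5.61 to -1.66 of matched random lists, which is consistent with a background that takes in reads of the peak and so hides part of a fall in the fold. The pileup ranks need no such background, but the study chose the genes by read counts in these libraries, so the pileup ranks are not independent evidence.

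Histone genes formed most of the base excision repair list. As a hypothesis, histone genes in the Reactome terms carry the fall of the repair lists. The other members had a median change of -9.85, at percentile 0 of 10000 random lists, and the histone promoters one of -0.584, within the random lists, so the fold ranks argue against it. By pileup the histone promoters changed by -13.3 and the other members by -18.1, both below the random lists.

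At the promoters of the HIF targets, whose mRNA the paper measured, *Slc2a1* changed by -21.4 percentile points by fold and -0.155 by pileup at <0.1% O2, and *Vegfa* by 7.06 and 9.67, from a fold rank of 2.55 at 21% O2 that left little room for a fall. The largest falls were at promoters annotated to *Gm14124* (-65.3), *Slc25a53* (-65.1), *Ift52* (-62.0), *Dhx36* (-61.8) and *Zfp971* (-59.9). By summit pileup, chosen after seeing the data, they changed by -24.3, -28.6, -47.2, -49.1 and -25.2. They were picked as the extremes of the fold ranks, which favours large values there. *Ddx17* changed by -7.53 by fold and -8.48 by pileup.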
